# Pervasive genetic interactions modulate neurodevelopmental defects of the autism-associated 16p11.2 deletion in *Drosophila melanogaster*

**DOI:** 10.1038/s41467-018-04882-6

**Published:** 2018-06-29

**Authors:** Janani Iyer, Mayanglambam Dhruba Singh, Matthew Jensen, Payal Patel, Lucilla Pizzo, Emily Huber, Haley Koerselman, Alexis T. Weiner, Paola Lepanto, Komal Vadodaria, Alexis Kubina, Qingyu Wang, Abigail Talbert, Sneha Yennawar, Jose Badano, J. Robert Manak, Melissa M. Rolls, Arjun Krishnan, Santhosh Girirajan

## Abstract

As opposed to syndromic CNVs caused by single genes, extensive phenotypic heterogeneity in variably-expressive CNVs complicates disease gene discovery and functional evaluation. Here, we propose a complex interaction model for pathogenicity of the autism-associated 16p11.2 deletion, where CNV genes interact with each other in conserved pathways to modulate expression of the phenotype. Using multiple quantitative methods in *Drosophila* RNAi lines, we identify a range of neurodevelopmental phenotypes for knockdown of individual 16p11.2 homologs in different tissues. We test 565 pairwise knockdowns in the developing eye, and identify 24 interactions between pairs of 16p11.2 homologs and 46 interactions between 16p11.2 homologs and neurodevelopmental genes that suppress or enhance cell proliferation phenotypes compared to one-hit knockdowns. These interactions within cell proliferation pathways are also enriched in a human brain-specific network, providing translational relevance in humans. Our study indicates a role for pervasive genetic interactions within CNVs towards cellular and developmental phenotypes.

## Abstract (web summary)

The 16p11.2 deletion leads to a range of neurodevelopmental phenotypes, but to date, sequencing studies have not been able to pinpoint individual genes that are causative for the disease on their own. Here, using *Drosophila* homologs of 14 16p11.2 genes, the authors take a combinatorial approach to show that gene interactions contribute to a neurological phenotype.

## Introduction

Rare recurrent copy-number variants (CNVs) with breakpoints typically mapping within segmental duplications are a significant cause of neurodevelopmental disorders, such as intellectual disability/developmental delay (ID/DD), autism, epilepsy, and schizophrenia^1^. Gene discovery within rare syndromic CNVs has traditionally involved mapping the disease-associated region using atypical CNVs, inversions, or translocations to identify a causative gene that explains the distinct phenotypes associated with the CNV, followed by detailed functional evaluation of that gene using animal models. Using this approach, the retinoic acid induced 1 gene (*RAI1*) was identified as the locus responsible for the core features of Smith-Magenis syndrome^2^, and individual genes within chromosome 7q11.23 were connected to specific Williams-Beuren syndrome phenotypes, such as *ELN* for cardiovascular features^3^. Absence of atypical deletions for other CNVs required more direct functional evidence for implicating a candidate gene. For example, the role of *TBX1* in aortic arch defects observed in individuals with 22q11.2 deletion/DiGeorge syndrome was identified through a functional screen for cardiac features in a series of mouse models carrying overlapping deletions of the human syntenic region^4^. All of these examples provide evidence that dosage alteration of one or more genes within the syndromic CNV interval contribute to the observed phenotypes.

Unlike rare CNVs associated with a consistent set of phenotypes, more recently described rare CNVs are associated with a range of neurodevelopmental features, and are also reported in unaffected or mildly affected individuals^1^. One such CNV is the 16p11.2 deletion, which encompasses 593 kbp and 25 unique genes. The deletion was originally identified in individuals with autism^5^, and subsequently reported in children with ID/DD^6^, epilepsy^7^, and obesity^8^. Several themes have emerged from recent studies on dissecting the role of individual genes within the 16p11.2 deletion region towards neurodevelopmental phenotypes. First, extensive heterogeneity and incomplete penetrance of the associated phenotypes adds additional challenges to genetic mapping strategies that use atypical variants. Second, while this deletion is enriched within various neurodevelopmental disease cohorts, exome sequencing studies of hundreds of individuals have not identified any individual genes within this region as causative for these diseases on their own^9–12^. Third, functional studies using cellular^13^, mouse^14–17^, and zebrafish models^18^ have implicated several different genes within 16p11.2 in neurodevelopmental phenotypes. These findings suggest that the observed phenotypes in 16p11.2 deletion are not caused by haploinsufficiency of a single causative gene, but rather are modulated by multiple dosage-sensitive genes in the region, potentially through combinatorial mechanisms within pathways related to neurodevelopment. This model is also consistent with a recent observation that pathogenic CNVs are more likely to contain clusters of functionally related genes than benign CNVs^19^, suggesting intra-CNV genetic interactions as a potential cause for CNV pathogenicity. Therefore, an approach that combines a systematic functional evaluation of each gene within 16p11.2 and its genetic interactions is necessary to identify key neurodevelopmental pathways and molecular mechanisms of disease.

Evaluation of gene interactions in neurodevelopment requires a system that is sensitive to genetic perturbations but, at the same time, allows for performing interaction studies in the nervous system without compromising viability of the organism. *Drosophila melanogaster* provides such a model, as developmental processes, synaptic mechanisms, and neural structure and signaling are conserved between flies and vertebrates^20^. In fact, neurodevelopmental disorders^21^ such as Angelman Syndrome, Rett Syndrome, Fragile X syndrome, and ID^22^ have been modeled in flies, while several studies have used *Drosophila* models to test for genetic interactions^23–25^. We use the power of *Drosophila melanogaster* as a genetic model to perform a series of quantitative and high-throughput assays to systematically characterize phenotypes, function, cellular mechanisms, and interactions of conserved homologs of human 16p11.2 genes. Our data suggest a complex interaction model for disease pathogenicity, where multiple 16p11.2 genes are sensitive to dosage imbalance and participate in complex interactions that both enhance and suppress the phenotypic effects of each other within cellular proliferation pathways, and in turn are modulated by other genes in the genetic background.

## Results

### Multiple 16p11.2 homologs are involved in neurodevelopment

We identified 14 fly homologs from the 25 human 16p11.2 genes (Supplementary Table 1), and used 31 RNA interference (RNAi) lines and tissue-specific *GAL4* drivers to knockdown the expression levels of individual homologs ubiquitously or in neuronal, eye, or wing tissues (Figs. 1 and 2a). RNAi is an effective strategy to model partial reduction of gene expression, which in principle recapitulates the effect of a heterozygous microdeletion, and for high-throughput screening of genes for tissue-specific phenotypes. We used multiple independent *UAS-RNAi* transgenes targeting the same gene to validate our results (Supplementary Fig. 1a, Supplementary Data 1), and used stringent quality control to eliminate lines that showed phenotypes due to off-target or positional effects (Supplementary Fig. 1a). Using quantitative PCR, we measured the reduction in gene expression for each line with neuronal knockdown (using *Elav*-*GAL4* > *Dicer2* at 25 °C), and on average achieved ~50% reduction in gene expression for the tested 16p11.2 homologs (Supplementary Data 2). As this study is focused on studying the functional role of human genes in a fly model, we represent the identified fly homologs in the format of *HumanGene*^*FlyGene*^—for example, *MAPK3*^*rl*^.

**Fig. 1:**
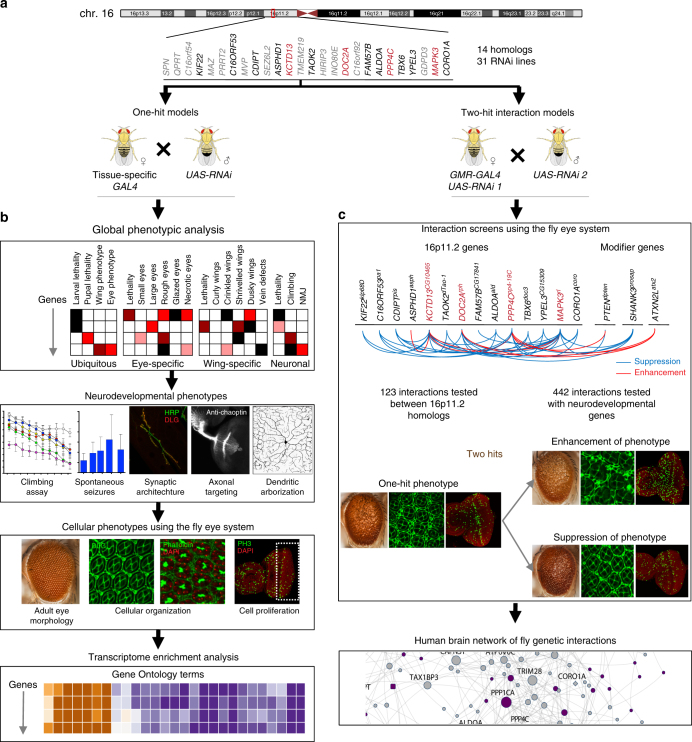
Strategy for identifying neurodevelopmental phenotypes in 16p11.2 fly homologs. **a** We identified 14 homologs of 16p11.2 deletion genes in *Drosophila melanogaster*, and **b** evaluated global, neurodevelopmental, and cellular phenotypes. We also performed transcriptome sequencing and assessed changes in expression of biologically significant genes. **c** Next, we identified modifiers of the one-hit eye phenotype for select homologs using two-hit interaction models. A subset of these interactions were further assessed for cellular phenotypes in the two-hit knockdown eyes. We incorporated all fly interactions into a human brain-specific genetic interaction network

**Fig. 2:**
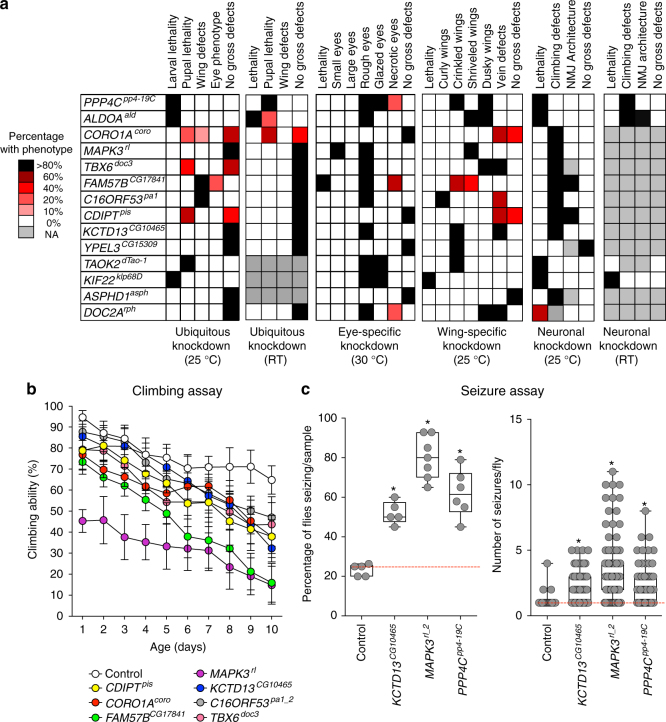
Neurodevelopmental defects in flies with knockdown of individual 16p11.2 homologs. **a** Percentage of 16p11.2 homologs with ubiquitous, eye-specific, wing-specific, and pan-neuronal knockdown at various temperatures that manifest specific phenotypes. **b** Assessment of 16p11.2 homologs for motor defects showed changes in climbing ability over ten days (two-way ANOVA, *p* = 0.028, df = 62, *F* = 1.61). Data represented here shows mean ± standard deviation of 10 independent groups of 10 flies for each line. **c** Assessment of knockdown of 16p11.2 homologs for frequency of spontaneous unprovoked seizure events (*n* = 5–7 replicate groups of 20 flies each) and average number of seizure events per fly (*n* = 52–101 individual flies, Mann–Whitney test, *p < 0.05). *PPP4C*^*pp4-19C*^ knockdown was achieved using *Elav*-*GAL4* and no *Dicer2*, and knockdown of the other two genes and the control used *Elav*-*GAL4* > *Dicer2*. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers)

We performed a series of quantitative assays on 16p11.2 homologs for more than 20 phenotypes that have been classically used to measure conserved developmental function in flies^21^, and identified lethality and a variety of morphological phenotypes due to ubiquitous and tissue-specific knockdown (Figs. 1 and 2a). For example, seven homologs were lethal at the larval or pupal stage with ubiquitous knockdown, indicating that these genes are essential for viability and development in *Drosophila*^26^. We next performed pan-neuronal knockdown experiments and tested for several nervous system phenotypes, such as climbing assays for motor impairment and spontaneous seizures. We performed negative geotaxis experiments to measure locomotor function and identified dramatic reductions in the climbing ability of *MAPK3*^*rl*^ (Fig. 2b) and *ALDOA*^*ald*^ (Supplementary Fig. 2a) knockdown flies throughout the testing period. Since about 24% of individuals with 16p11.2 deletion manifest seizures^27^, we next used a recently developed spontaneous seizure assay that assesses unprovoked seizures in their native state, which better recapitulates human seizures in *Drosophila*^28^. We found that *MAPK3*^*rl*^, *PPP4C*^*pp4-19C*^, and *KCTD13*^*CG10465*^ knockdown flies were more likely to show seizure phenotypes compared to controls (Fig. 2c, Supplementary Fig. 2b).

We further examined deeper cellular features, including neuromuscular junction, dendritic arborization, and axonal targeting, to understand the molecular basis of the observed neuronal features. *Drosophila* neuromuscular junction (NMJ) is a well-established model for studying synapse growth defects, and alterations in NMJ architecture have been documented in genes associated with autism^21^. We found significant differences in NMJ structure at body wall muscles 6-7 with knockdown of *CDIPT*^*pis*^ and *FAM57B*^*CG17841*^ compared to controls, suggesting altered growth and development of the NMJ in these flies (Fig. 3a, Supplementary Fig. 2c and 2d). The architecture of dendritic arbors also plays an important role in neural circuit formation, and defects in dendrites are associated with neurodevelopmental disorders such as schizophrenia and autism^29^. To assay dendritic growth and structure, we examined large branched dendrites of the class IV ddaC sensory neuron in intact larvae after gene knockdown with the *ppk-GAL4* driver^30^, and observed decreased complexity in dendritic arborization with knockdown of *KCTD13*^*CG10465*^ and increased complexity with knockdown of *TAOK2*^*dTao-1*^ (Fig. 3b, Supplementary Fig. 2e and 2f). Another hallmark of nervous system development is the accuracy of synaptic connections, which is determined by the guidance of axons to their correct targets^31^. We explored axonal targeting by staining larval eye discs of flies using chaoptin antibody, and observed aberrant targeting in *KCTD13*^*CG10465*^ and *MAPK3*^*rl*^ flies (Fig. 3c). In summary, we found multiple developmental and neuronal defects for each of the homologs, indicating the pleiotropic effect of conserved 16p11.2 genes and their importance in neurodevelopment.

**Fig. 3:**
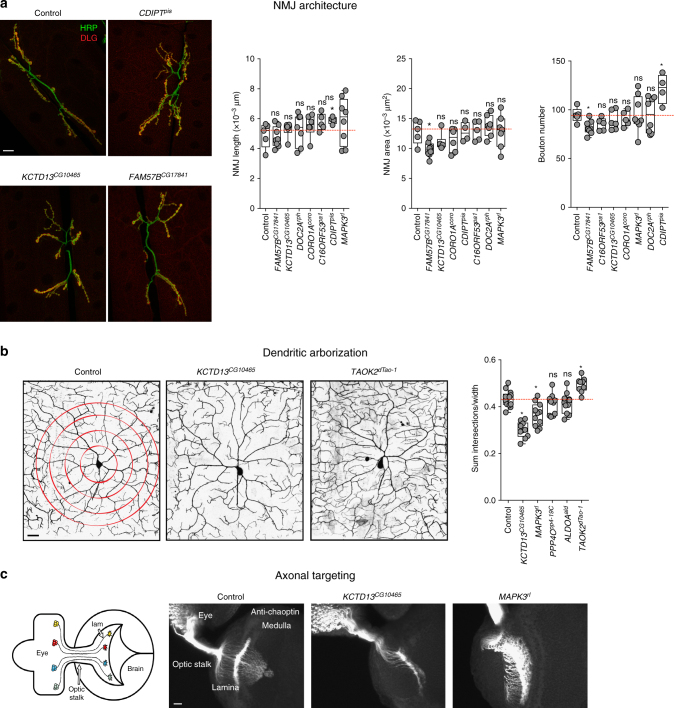
Neuronal phenotypes of flies with knockdown of individual 16p11.2 homologs. **a** Assessment of neuromuscular junction length, synaptic area, and bouton numbers for the tested 16p11.2 homologs (*n* = 4–8, *p < 0.05, Mann–Whitney test). Representative confocal fluorescent images (maximum projections of two or three optical sections) of the larval neuromuscular synapses are shown for three homologs (scale bar = 20 µm). **b** Assessment of dendritic arborization in larvae with knockdown of 16p11.2 homologs, including a box plot of the total number of intersections for all analyzed homologs, calculated by manual Sholl analysis and normalized to width measurement for each given hemisegment to control for slight size variation (*n* = 9–11, *p < 0.05, Mann–Whitney test). Representative confocal live images of class IV da neurons labeled with *mCD8-GFP* under the control of *ppk*-*GAL4* are shown for two 16p11.2 homologs and control (scale bar = 25 µm). **c** Assessment of axonal targeting with knockdown of 16p11.2 homologs. The schematic of the third-instar larval visual system was generated by Sam Kunes^68^ and reprinted with permission from the publisher. Representative confocal images of larval eye discs stained with anti-chaoptin illustrate normal axonal targeting from the retina to the optic lobes of the brain in the control and defects with eye-specific knockdown of *KCTD13*^*CG10465*^ and *MAPK3*^*rl*^ (scale bar = 10 µm). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers)

### Knockdown of 16p11.2 homologs leads to proliferation defects

Decades of studies have shown that the *Drosophila* eye is an accessible and sensitized experimental system for quantitative studies of nervous system development and function, as genetic defects that alter the development of a single cell type can lead to observable rough eye phenotypes^32^ (Fig. 4). In fact, genetic interaction studies using the fly eye have led to the discovery of novel modifier genes in nervous system disorders, such as Rett syndrome and spinocerebellar ataxia type 3^21,33^, as well as conserved developmental processes^34^. To quantify the degree of severity of the eye phenotypes, we developed and tested a computational method called *Flynotyper* that calculates a phenotypic score based on the disorderliness of ommatidial arrangement at high sensitivity and specificity^35^. We performed eye-specific knockdown of gene expression using the *GMR*-*GAL4* driver with and without *Dicer2* for all *Drosophila* 16p11.2 homologs, and compared the degree of phenotypic severity as measured by *Flynotyper* to controls with the same genetic background (Fig. 5a,c, Supplementary Fig. 3a-c). We found a strong correlation (Pearson correlation, *r* = 0.69, *p* = 2.88 × 10^-6^) between the percentile ranks of all tested RNAi lines with *Dicer2* and without *Dicer2* (Supplementary Fig. 3d). As shown in Fig. 5c, we observed a range of severe but significant eye defects for nine homologs, which were comparable to that of genes associated with neurodevelopmental disorders such as *CHD8*^*kis*^, *SHANK3*^*prosap*^, *SCN1A*^*para*^, and *PTEN*^*dpten*^ (Supplementary Table 2, Supplementary Fig. 3d). For example, the severity of eye defects in *KCTD13*^*CG10465*^, *DOC2A*^*rph*^, and *PPP4C*^*pp4-19C*^ knockdown flies had phenotypic scores greater than the 85th percentile of the tested 39 fly homologs of human neurodevelopmental genes (Supplementary Table 2). These results suggested that knockdown of 16p11.2 homologs affect development of the fly eye to varying degrees of severity, which mirrors the global developmental and neurological defects observed with ubiquitous and pan-neuronal knockdown.

**Fig. 4:**
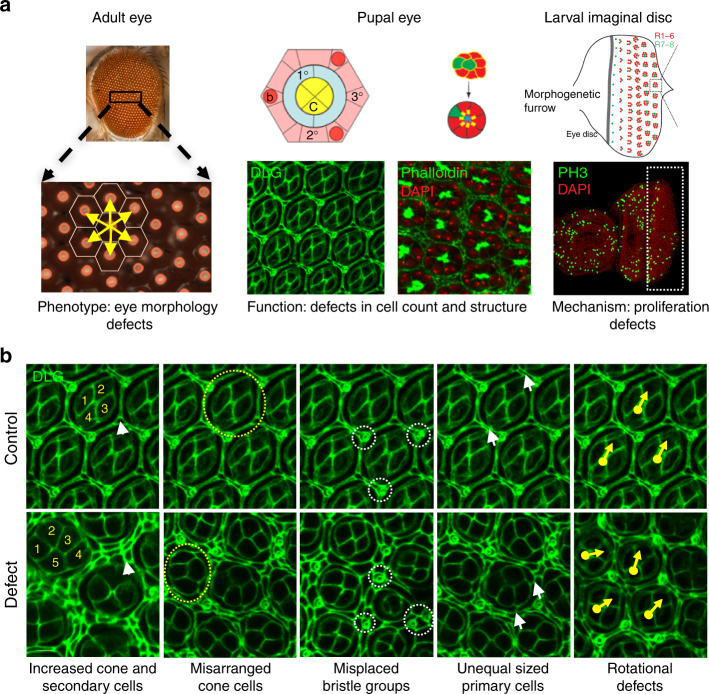
Screening strategy for neurodevelopmental defects in the developing fly eye. **a** Schematics and images of the wild-type adult, pupal, and larval eye show the cell organization and structure of the fly eye during development. The wild-type adult eye displays a symmetrical organization of ommatidia, and *Flynotyper* software detects the center of each ommatidium (orange circle) and calculates a phenotypic score based on the length and angle between the ommatidial centers. Illustrations of the wild-type pupal eye show the arrangement of cone cells (C), primary pigment cells (1°), and secondary pigment cells (2°) along the faces of the hexagon, and bristle cells (b) and tertiary pigment cells (3°) at alternating vertices, as well as the eight photoreceptor cells within an ommatidium. The larval imaginal disc schematic shows proliferating cells posterior to the morphogenetic furrow. Pupal eyes were stained with anti-Dlg and phalloidin to visualize ommatidial cells and photoreceptor cells, respectively, while the larval eye was stained with anti-pH3 to visualize proliferating cells. Diagrams of the pupal and larval eye were generated by Frank Pichaud^69^ and Joan E. Hooper^70^ and are reprinted with permission from the publishers. **b** Example images of pupal eyes stained with anti-Dlg illustrate the structure and organization in control and knockdown flies. Circles and arrows indicate differences in cell organization between control and knockdown pupal eyes (yellow circles: cone cell number and organization, white circles: bristle groups, white arrowheads: secondary cells, white arrows: primary cells, yellow arrows: rotation of ommatidia)

**Fig. 5:**
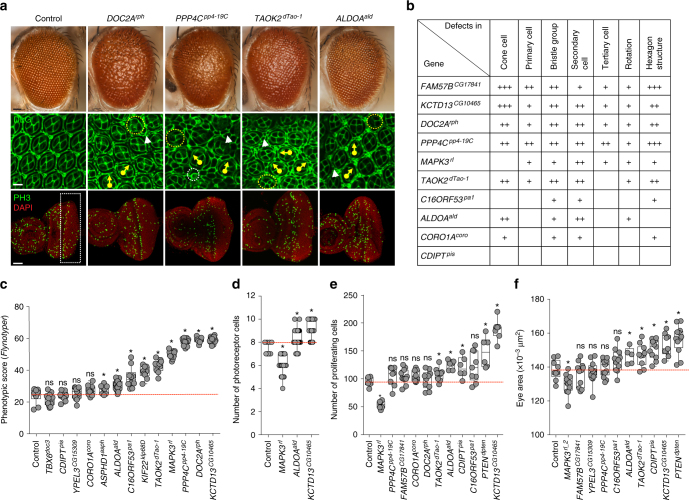
Cellular phenotypes in the fly eye due to knockdown of individual 16p11.2 homologs. **a** Representative brightfield adult eye images (scale bar = 50 µm) and confocal images of pupal eye (scale bar = 5 µm) and larval eye discs (scale bar = 30 µm), stained with anti-Dlg and anti-pH3 respectively, of select 16p11.2 homologs illustrate defects in cell proliferation caused by eye-specific knockdown of these homologs. **b** Table summarizing the cellular defects observed in the pupal eye of 16p11.2 homologs. “+” symbols indicate the severity of the observed cellular defects. **c** Box plot of *Flynotyper* scores for knockdown of 13 homologs of 16p11.2 genes with *GMR-GAL4* *>* *Dicer2* (*n* = 7–19, *p < 0.05, Mann–Whitney test). *FAM57B*^*CG17841*^ knockdown displayed pupal lethality with *Dicer2*, and therefore the effect of gene knockdown in further experiments was tested without *Dicer2*. **d** Box plot of photoreceptor cell count in the pupal eyes of 16p11.2 knockdown flies (*n* = 59–80, *p < 0.05, Mann–Whitney test). **e** Box plot of pH3-positive cell count in the larval eyes of 16p11.2 knockdown flies (*n* = 6–11, *p < 0.05, Mann–Whitney test). **f** Box plot of adult eye area in 16p11.2 one-hit knockdown models (*n* = 5-13, *p < 0.05, Mann–Whitney test). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers)

To investigate the cellular basis of the rough eye phenotype observed in individual gene knockdowns, we stained the pupal eye imaginal disc with Discs large (Dlg) antibody for ommatidial cells and Phalloidin for photoreceptor neurons, and screened for anomalies in different cells in the developing eye (Figs. 4 and 5a). A variety of cellular defects leading to altered structure of the hexagonal lattice were observed with knockdown of seven of the homologs, suggesting potential alterations in cellular proliferation (Fig. 5b, d, Supplementary Fig. 4). For example, *KCTD13*^*CG10465*^ knockdown flies showed a drastic increase in the number of cone and secondary pigment cells (Fig. 5b) and photoreceptor neurons (Fig. 5d), while *MAPK3*^*rl*^ knockdown showed a decreased number of photoreceptor neurons (Fig. 5d) and interommatidial cells, with a consequent loss of the hexagonal structure in the ommatidia (Fig. 5b). Similarly, *ALDOA*^*ald*^ knockdown flies had misplaced bristle cells (Fig. 5b) as well as an increase in secondary pigment cells and photoreceptor neurons (Fig. 5d), while *PPP4C*^*pp4-19C*^ knockdowns showed severe rotational defects and a complete loss of the ommatidial architecture (Fig. 5b). Overall, we found that knockdown of several 16p11.2 homologs contribute to defects in cell count and patterning of different cell types, including photoreceptor neurons and ommatidial cells, during development.

We further investigated cellular mechanisms associated with the observed developmental defects, as recent functional studies have implicated defects in neuronal proliferation as a cellular mechanism underlying autism disorders^36^. In fact, genome-wide CNV and exome sequencing studies of individuals with autism have uncovered pathogenic variants enriched for cell proliferation genes^37,38^. We used phospho-Histone H3 (pH3) antibody and bromodeoxyuridine (BrdU) staining to identify dividing cells, and counted the number of stained cells posterior to the morphogenetic furrow of the developing larval eye (Figs. 4a and 5a, Supplementary Fig. 4a and 4b). Several homologs showed a significant alteration in dividing cell counts (Fig. 5e). For example, we found an increase in mitotic cell count with knockdown of *KCTD13*^*CG10465*^, *CDIPT*^*pis*^, and *ALDOA*^*ald*^, while *MAPK3*^*rl*^ knockdown flies showed a significant reduction in proliferating cells (Fig. 5e). No changes in cell differentiation were observed using *Elav* antibody staining in *KCTD13*^*CG10465*^ and *MAPK3*^*rl*^ knockdowns, suggesting that these two genes are specifically involved in cell proliferation (Supplementary Fig. 4b). Consistent with the proliferation phenotypes, we also observed an overall increase in the adult eye area in four RNAi knockdowns comparable to flies with knockdown of *PTEN*^*dpten*^, a known cell proliferation gene^39^, as well as a decrease in eye area for *MAPK3*^*rl*^ flies (Fig. 5f). For *KCTD13*^*CG10465*^ knockdown flies, we also found an increase in the size of ommatidia similar to that observed for *PTEN*^*dpten*^ knockdown, indicating that cell growth defects in these flies may also occur with the observed increase in cell proliferation (Supplementary Fig. 4c). Overall, our analysis of individual gene knockdowns showed that reduced expression of individual 16p11.2 homologs cause defects in cell proliferation and organization.

### Interactions among 16p11.2 homologs modulate neurodevelopment

Our phenotypic and functional studies of individual 16p11.2 homologs showed that many genes within the CNV region are involved in neurodevelopment, indicating that no single gene in the region is solely responsible for the observed neuronal phenotypes of the deletion. Based on these observations, we hypothesized that interactions between genes within the 16p11.2 region may contribute to the observed phenotypes. To systematically test interactions between 16p11.2 homologs in the developing fly eye, we selected a subset of four homologs, including *PPP4C*^*pp4-19C*^, *MAPK3*^*rl*^, *KCTD13*^*CG10465*^, and *DOC2A*^*rph*^, and generated recombinant lines expressing their respective RNAi lines with the *GMR*-*GAL4* driver. We selected these genes as primary drivers of neurodevelopmental phenotypes based on severity of phenotypes with various tissue-specific knockdowns (Fig. 2a), published functional studies in mouse and zebrafish (Supplementary Table 1), and identifiable eye phenotypes amenable for large-scale modifier screens (Fig. 5c).

We generated 52 two-locus fly models (123 total lines) by reducing gene expression of each of the four homologs in combination with the 13 other 16p11.2 homologs. We used manual eye scoring and *Flynotyper* to compare these pairwise knockdown lines to respective control flies with single gene knockdowns. In this way, we identified 24 pairwise interactions of 16p11.2 homologs, validated with multiple RNAi or deficiency lines that enhanced or suppressed the rough eye phenotypes observed with single-hit knockdown of the four tested genes (Fig. 6, Supplementary Fig. 5, Supplementary Data 3). Reduced expression of seven 16p11.2 homologs resulted in suppression of the rough eye phenotypes observed in *MAPK3*^*rl*^ knockdown flies, including a full rescue of the *MAPK3*^*rl*^ phenotype with simultaneous knockdown of *CORO1A*^*coro*^ and a partial rescue with knockdown of *C16ORF53*^*pa1*^ and *FAM57B*^*CG17841*^ (Fig. 6a). We also found that double knockdown of *MAPK3*^*rl*^ and *PPP4C*^*pp4-19C*^ led to an enhancement of the *MAPK3*^*rl*^ rough eye phenotype (Fig. 6a). Similarly, reduced expression of six 16p11.2 homologs partially rescued the severe rough eye phenotype in *KCTD13*^*CG10465*^ knockdown models, including *CORO1A*^*coro*^ and *ALDOA*^*ald*^ (Fig. 6b). Further, the glossy eye phenotype observed in one-hit knockdown of *PPP4C*^*pp4-19C*^ was suppressed by reduced expression of five homologs, including *YPEL3*^*CG15309*^ and *CDIPT*^*pis*^ (Fig. 6c). We also observed an enhancement of the rough eye phenotype with double knockdown of *PPP4C*^*pp4-19C*^ and *KCTD13*^*CG10465*^ at 30 °C, which we initially suspected to be due to the severity of *KCTD13*^*CG10465*^ knockdown by itself (Supplementary Fig. 5d). To dissect this interaction, we performed reciprocal crosses of *KCTD13*^*CG10465*^ RNAi lines with *PPP4C*^*pp4-19C*^ at 25 °C, and confirmed the phenotypic enhancement observed at 30 °C (Supplementary Fig. 5d). Finally, the rough eye phenotypes in *DOC2A*^*rph*^ knockdown models were suppressed by reduced expression of *CDIPT*^*pis*^ and *ALDOA*^*ald*^ (Supplementary Fig. 5e).

**Fig. 6:**
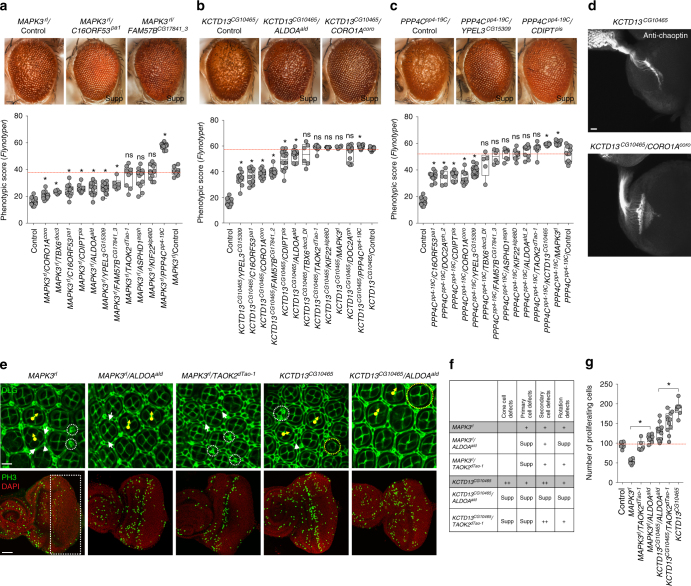
Phenotypic and functional effects of pairwise knockdown of 16p11.2 homologs. Representative brightfield adult eye images (scale bar = 50 µm) and box plots of *Flynotyper* scores of pairwise knockdown of **a** *MAPK3*^*rl*^ with other 16p11.2 homologs (*n* = 6–15, *p < 0.05, Mann–Whitney test), **b** *KCTD13*^*CG10465*^ with other 16p11.2 homologs (*n* = 4–14, *p < 0.05, Mann–Whitney test) and **c** *PPP4C*^*pp4-19C*^ with other 16p11.2 homologs (*n* = 5–17, *p < 0.05, Mann–Whitney test). **d** Assessment of axonal targeting in *KCTD13*^*CG10465*^/*COROIA*^*coro*^ two-hit knockdown flies. Representative confocal images of larval eye discs stained with anti-chaoptin (scale bar = 10 µm) illustrate axonal targeting from the retina to the optic lobes of the brain in eye-specific knockdown of *KCTD13*^*CG10465*^, and rescue of these defects with double knockdown of *KCTD13*^*CG10465*^ and *CORO1A*^*coro*^. **e** Confocal images of pupal eye (scale bar = 5 µm) and larval eye discs (scale bar = 30 µm), stained with anti-Dlg and anti-pH3 respectively, for one-hit and two-hit knockdown of 16p11.2 homologs. **f** Table summarizing the cellular defects observed in the pupal eye of one-hit 16p11.2 flies compared to double knockdown of 16p11.2 homologs. “+” symbols indicate the severity of the observed cellular defects, while “Supp” indicates that the cellular defects were suppressed in the two-hit models. **g** Box plot of pH3-positive cell counts in the larval eye discs between one-hit and two-hit knockdowns of 16p11.2 homologs (*n* = 6-13, *p < 0.05, Mann–Whitney test). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers)

We tested a subset of 16p11.2 interaction pairs for alteration in their cellular phenotypes by staining the pupal and larval eye discs with anti-Dlg and anti-pH3, respectively (Fig. 6e, Supplementary Fig. 6a). Assessing the count, structure, and orientation of the cells in the developing eye discs confirmed several interactions documented in the adult eyes. For example, reduced expression of *ALDOA*^*ald*^ in *MAPK3*^*rl*^ models rescued the rotation errors and primary cell defects in the pupal eye (Fig. 6f, Supplementary Fig. 6c), as well as proliferation defects in the larval eye (Fig. 6g). Similarly, *ALDOA*^*ald*^ knockdown suppressed the cone cell defects, secondary cell defects, and rotation errors observed in *KCTD13*^*CG10465*^ knockdown pupae (Fig. 6f, Supplementary Fig. 6c), and showed a significant reduction in the number of proliferating cells compared to the *KCTD13*^*CG10465*^ larval eye (Fig. 6g). Although reduced expression of *TAOK2*^*dTao-1*^ did not rescue external eye defects in *MAPK3*^*rl*^ and *KCTD13*^*CG10465*^ knockdown flies, we observed partial rescue of cellular defects in the pupa (Fig. 6f, Supplementary Fig. 6c) and a significant rescue of proliferation defects in *MAPK3*^*rl*^ and *KCTD13*^*CG10465*^ larval eyes (Fig. 6g). To test if the two-hit interactions observed in the fly eye were also relevant in the nervous system, we evaluated the accuracy of retinal axon innervation into the lamina and medulla of the brain using anti-chaoptin in larvae with knockdown of both *KCTD13*^*CG10465*^ and *CORO1A*^*coro*^, and confirmed a complete rescue of the axonal targeting defects observed in single-hit *KCTD13*^*CG10465*^ flies (Fig. 6d).

Some literature evidence exists for the functional interactions documented in our study. For example, *MAPK3* and *TAOK2* are both involved in synaptic assembly and signaling^40^, and *ALDOA* was identified as a member of the MAP kinase (ERK1/2) interactome in differentiating epidermal and neuronal cells^41^. We also found that the tested 16p11.2 genes were connected to each other through intermediates at different degrees of separation within human gene interaction networks, potentially explaining the varying degrees of phenotypic modulation observed in the two-hit fly models (Supplementary Fig. 6d and 6e). For example, the apoptosis regulatory gene^42^ *FKBP8* interacts with both *KCTD13* and *ALDOA* in the brain, serving as an intermediate between these two genes. In fact, certain 16p11.2 human genes without fly homologs, including *MAZ* and *HIRIP3*, appeared as intermediate genes in our networks, further demonstrating the pervasive interactions between 16p11.2 genes. Overall, we found that pairwise knockdowns of 16p11.2 genes modulate cell proliferation defects observed in single-gene knockdowns during development. These defects can not only be enhanced but also rescued or suppressed by simultaneous knockdown of another 16p11.2 homolog, indicating that interactions between 16p11.2 homologs are epistatic in nature, where the phenotypic effects of two genes are greater or less than the sum of the effects of each individual gene^43^. These results point towards a new model for pathogenicity of the 16p11.2 deletion, where genes within the region are functionally related and interact with each other in conserved pathways to modulate the expression of the neurodevelopmental phenotype.

### 16p11.2 homologs interact with known neurodevelopment genes

To further explore the membership of 16p11.2 homologs within cellular and developmental pathways, we extended our two-hit interaction studies to include 18 homologs of known neurodevelopmental genes and 32 homologs of genes within five pathogenic CNV regions: 16p11.2 distal, 1q21.1, 15q13.3, 15q11.2, and 3q29. Using recombinant lines of *MAPK3*^*rl*^, *KCTD13*^*CG10465*^, *PPP4C*^*pp4-19C*^, and *DOC2A*^*rph*^, we tested a total of 200 pairwise gene interactions in 420 total lines (*UAS*-*RNAi* and deficiency lines) using manual scoring (Fig. 7a) and *Flynotyper* (Fig. 7c), and identified 46 interactions with 26 neurodevelopmental and CNV genes (Fig. 7b, Supplementary Fig. 7, Supplementary Data 4). Interestingly, 17 of these interactions of 16p11.2 homologs were with genes known to be involved in cell proliferation. For example, knockdown of the Wnt signaling pathway gene^44^ *CHD8*^*kis*^ resulted in a complete rescue of *MAPK3*^*rl*^ phenotype (Supplementary Fig. 7a) as well as a strong suppression of the *KCTD13*^*CG10465*^ rough eye phenotype (Fig. 7c). Similarly, reduced expression of beta catenin, *CTNNB1*^*arm*^, significantly enhanced the phenotypes observed with *MAPK3*^*rl*^, *KCTD13*^*CG10465*^, and *PPP4C*^*pp4-19C*^ one-hit knockdowns (Fig. 7c). Knockdown of *SHANK3*^*prosap*^, a gene that codes for a post-synaptic scaffolding protein and is associated with autism^45^, suppressed the rough-eye phenotype of *KCTD13*^*CG10465*^, *MAPK3*^*rl*^, and *PPP4C*^*pp4-19C*^ flies (Fig. 7c). These data show that multiple 16p11.2 homologs interact through conserved neurodevelopmental genes that potentially act as intermediates, whose knockdown modulates the expression of the ultimate phenotype. Interestingly, six genes within the 16p11.2 distal CNV region interacted with 16p11.2 homologs. For example, reduced expression of *SH2B1*^*lnk*^ fully rescued the rough-eye phenotype observed with knockdown of *MAPK3*^*rl*^ (Fig. 7c), while *ATXN2L*^*atx2*^ knockdown led to a more severe phenotype in *PPP4C*^*pp4-19C*^, *KCTD13*^*CG10465*^, and *DOC2A*^*rph*^ knockdown flies (Fig. 7c, Supplementary Fig. 7b). These results suggest overlapping functional roles in neurodevelopment for genes within the proximal and distal 16p11.2 regions apart from chromosomal contacts between the two syntenic segments in humans^46^. We further assessed the cellular mechanisms responsible for suppression of the *MAPK3*^*rl*^ rough eye phenotype by simultaneous knockdown of the autism-associated tumor suppressor^47^ *PTEN*^*dpten*^ (Fig. 7c, d, Supplementary Fig. 7e). We observed a complete rescue of defects in cellular organization (Supplementary Fig. 7f), photoreceptor cell counts (Fig. 7e) and cell proliferation (Fig. 7f) observed with *MAPK3*^*rl*^ single-hit knockdown.

**Fig. 7:**
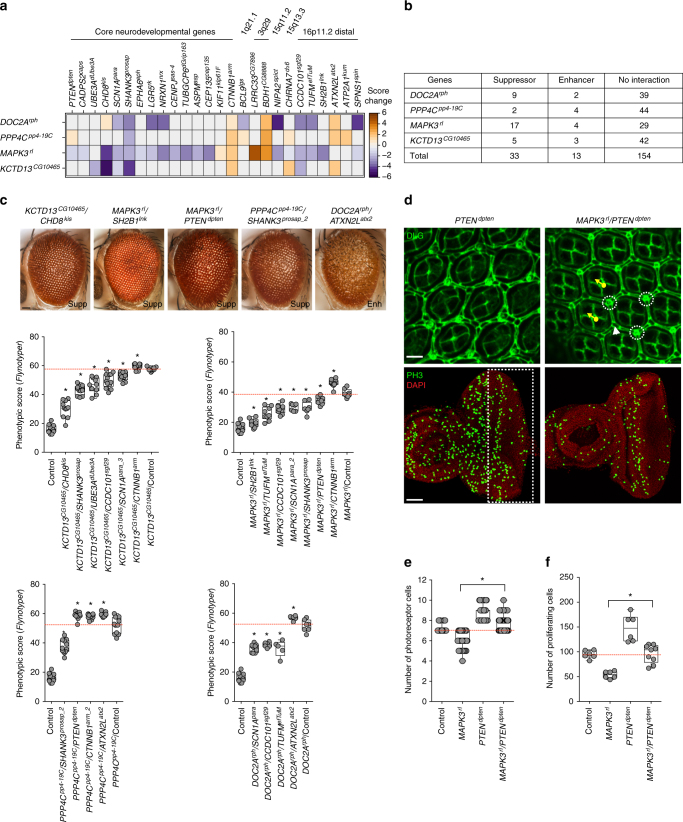
Interactions of 16p11.2 homologs with neurodevelopmental genes. **a** Heatmap of change in phenotype measures (from manual scoring) in two-hit models of flies with knockdown of 16p11.2 homologs with core neurodevelopmental genes (left) or genes within CNV regions (right). Enhancers (orange) and suppressors (blue) for representative interactions of 16p11.2 homologs are shown. **b** Table summarizing the number of tested interactions of *DOC2A*^*rph*^, *PPP4C*^*pp4-19C*^, *MAPK3*^*rl*^, and *KCTD13*^*CG10465*^ with 50 neurodevelopmental and genes within other CNV regions. Of the 200 tested interactions measured by manual scoring or *Flynotyper*, 46 were identified as suppressors or enhancers of one-hit phenotype, and were validated in multiple RNAi or deficiency lines when available. **c** Representative brightfield adult eye images (scale bar = 50 µm) and box plots of *Flynotyper* scores for simultaneous knockdowns of *KCTD13*^*CG10465*^, *MAPK3*^*rl*^, *PPP4C*^*pp4-19C*^, and *DOC2A*^*rph*^ with neurodevelopmental genes (*n* = 5–13, *p < 0.05, Mann–Whitney test). **d** Representative confocal images of pupal eye (scale bar = 5 µm) and larval eye discs (scale bar = 30 µm) of the *MAPK3*^*rl*^/*PTEN*^*dpten*^ two-hit knockdown flies, stained with anti-Dlg and anti-pH3 respectively. **e** Box plot of photoreceptor cell count in the pupal eye of *MAPK3*^*rl*^ and *PTEN*^*dpten*^ one-hit and two-hit flies (*n* = 58-65, *p = 3.62 × 10^–15^ compared to one-hit knockdown of *MAPK3*^*rl*^, Mann–Whitney test). **f** Box plot of pH3-positive cells in the larval eye between *MAPK3*^*rl*^ and *PTEN*^*dpten*^ one-hit and two-hit flies (*n* = 9, *p = 0.00174 compared to one-hit knockdown of *MAPK3*^*rl*^, Mann-Whitney test). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers)

### 16p11.2 gene networks show enrichment for cell proliferation

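Of this transcriptome experiment, the files analysed here hold 3 *CDIPT* pis knockdown samples and 3 VDRC control samples, and the other 5 knockdown models were not in the files analysed here. All 6 samples were RNA from the heads of female flies reared at 25 °C, with *Elav-GAL4* driving expression in neurons of Dicer2, an enzyme that strengthens RNA interference, and in the knockdown also of the RNAi construct. The *CDIPT* pis construct came from a VDRC line that targets *pis* (FBgn0030670), which encodes phosphatidylinositol synthase. The authors aligned 100 bp reads with TopHat2 and counted them per gene with HTSeq-Count, and they deposited the raw counts of 17559 genes, without normalization, as 3 technical replicates of each biological replicate. The technical replicates differed by about as much as sampling alone gives, with a chi-square per degree of freedom from 1.021 to 1.173, and were summed. The totals counted on genes were 36977769, 29744374 and 21663263 in knockdown replicates 1, 2 and 3, and 28871511, 32827071 and 27817001 in control replicates 1, 2 and 3. Reads counted on a gene, on no gene or on several overlapping genes averaged 33.5 M per sample, and the paper's reported average is 35.2 M aligned reads over all its samples. The values given here use the counts on genes. Biological replicates differed far more than technical ones, with a chi-square per degree of freedom from 11.6 to 77.3 between pairs of knockdown samples and from 13.9 to 43.9 between pairs of control samples. Knockdown replicate 1 stood apart from knockdown replicates 2 and 3 on the second principal component, which held 10.98% of the variance, while the first, with 74.66%, separated knockdown from control. Counts, given as levels scaled to the normalized library size (CPM) where stated, were compared between knockdown and control with edgeR's quasi-likelihood test after TMM normalization, over the 10331 genes that passed edgeR's filter on low counts. That filter sets which genes can be called, and the summing of technical replicates, the normalization and the absence of a block for replicate number could also change the values. The paper performed this sequencing to find genes whose expression changes with each knockdown and the processes they belong to.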

To examine functional processes associated with 16p11.2 homologs, we selected six 16p11.2 homologs, *MAPK3*^*rl*^, *KCTD13*^*CG10465*^, *DOC2A*^*rph*^, *CORO1A*^*coro*^, *C16ORF53*^*pa1*^, and *CDIPT*^*pis*^, based on high phenotypic severity, and performed RNA sequencing on fly heads for each knockdown to identify differentially-expressed genes (Supplementary Data 5). We first conducted parametric gene-set enrichment analysis^48^ to identify Gene Ontology terms enriched for human homologs of up- or down-regulated genes in each fly model relative to the control (Supplementary Fig. 8a, Supplementary Data 5). 

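For the *CDIPT* pis knockdown, the log2 fold changes that enter such an averaging of gene sets were computed for 10331 tested genes, identified in the files by their FlyBase gene number. Their mean was 0.1027 and their SD 0.7853, with 5025 genes above 0 and 5306 below. Coordinates are those of the Ensembl 115 annotation of the BDGP6 assembly. Among genes called as differentially expressed with an average log2 CPM of at least 1 and no overlap between the 3 knockdown and 3 control samples, the largest increase was in CG17298 (3R, 21283197 to 21284050), with 8.817 ± 7.33 CPM in the knockdown (SD, n = 3) and no count in any control, a log2 fold change of 11.03 (standard error 1.65). Sdic3 (X, 20189440 to 20194227), which has near-identical copies so that the authors' counting could have split or left out its reads, had 5.67 ± 0.291 CPM (SD, n = 3) against none, a log2 fold change of 10.39 (standard error 0.364). The long non-coding RNA CR40469 (X, 122493 to 122706) had a log2 fold change of 9.654 (standard error 0.542), Hsc70-2 (3R, 13044759 to 13047388) one of 7.488 (standard error 0.168), and Cpr64Aa (3L, 4207838 to 4209178) one of 7.219 (standard error 0.672). With so few control counts, the size of these fold changes depends on the small constant that edgeR adds to each count. The largest decreases were in Mdr50 (2R, 14246966 to 14252597) at -3.359, Lime (2R, 9871470 to 9873646) at -3.036, *pis* itself at -3.021, CG1979 (3R, 7054586 to 7058671) at -2.982 and inaF-D (X, 11724668 to 11729099) at -2.811. Adjusted p-values of these 10 genes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lay between 4.01e-06 for Hsc70-2 and 0.00687 for CG17298. Of these genes, CG17298 moved furthest under another setting, to a log2 fold change of 10.1 without knockdown replicate 2. From log fold changes averaged over the genes of each Gene Ontology term, the paper identified the terms enriched in each model.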

Several terms related to neurodevelopment, including cell proliferation, cell cycle process, neurogenesis, neuron differentiation, neuron projection development, and cell–cell signaling, were significantly enriched in the knockdown models (*p* < 0.01, corrected by Benjamini-Hochberg method, Parametric Analysis of Geneset Enrichment test) (Supplementary Fig. 8a). 

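In the paper's supplementary table, the Z-scores reported for the *CDIPT* pis knockdown are -0.206 for cell proliferation (197 genes), 4.49 for cell cycle process (440 genes), 0.322 for neurogenesis (410 genes), 0.54 for neuron differentiation (301 genes), 0.701 for neuron projection development (215 genes) and -1.011 for cell–cell signaling (250 genes). The gene lists of these terms were not in the files analysed here, so a small set was built from the lists of the other 5 models, of fly genes with a human homolog marked for cell cycle or proliferation in Supplementary Data 6. Of its 7 genes, 4 passed the filter on low counts in the *CDIPT* pis comparison. In limma's voom fit, their mean log2 fold change was -0.2831 and 2 of the 4 were above 0. With limma's camera test, the Benjamini-Hochberg adjusted p was 0.971 over 6 sets, so no shift in a common direction was detectable with these genes. In edgeR's test, 1 of the 4 was called up-regulated and 2 down-regulated, and opposite changes offset each other in such a mean. Relative to their mean over the control samples, the set's average log2 CPM was -0.5841, -0.1163 and -0.1589 in knockdown replicates 1, 2 and 3 (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Leaving out knockdown replicate 1 let 5 of the genes pass the filter and turned the mean to 0.5352. From the Z-scores over all 6 models, the paper concludes that neurodevelopmental terms are enriched among the genes affected by the knockdowns.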

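In the *CDIPT* pis knockdown, 9 genes with a human homolog marked for cell cycle or proliferation in Supplementary Data 6 were differentially expressed, 7 up-regulated and 2 down-regulated. These annotations cover only the genes of the human brain network, so they leave out other genes with the Gene Ontology annotations that the paper used. Human homologs were taken from the paper's lists, so only the 13 such genes in any of its lists could be counted. Of the 13, 10 were tested here, and 8 are in the paper's list for these same samples. The count of 9 therefore cannot show an excess of such genes. PCNA (FBgn0005655, 2R, 20261754 to 20262883) rose from 1.014 ± 0.395 to 3.844 ± 0.211 CPM (SD, n = 3 each), a log2 fold change of 1.93 (standard error 0.263, adjusted p = 0.00196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CG10916 (FBgn0034312, 2R, 18173669 to 18175725) rose from 16.08 ± 0.34 to 41.05 ± 1.49 CPM, a log2 fold change of 1.352 (standard error 0.0625, adjusted p = 4.16e-05 from the same test). The paralogs of the homolog CKS1B moved apart, with Cks30A (2L, 9330763 to 9331981) at a log2 fold change of -2.098 (standard error 0.441) and Cks85A (3R, 8712906 to 8718456) at 1.397 (standard error 0.385). Cks85A varied widely between knockdown samples, with 50.43, 17.89 and 58.48 CPM against 15.75 to 16.25 in the controls. Its call was lost with a block for replicate number (adjusted p = 0.05928 from edgeR's test). Among the fits without 1 sample, it was kept only without knockdown replicate 2. CG15530 (3R, 30177877 to 30180178) had a log2 fold change of 1.673, and Ubc84D (3R, 7518820 to 7519456) one of -1.092. The proteasome subunit genes Rpt6R (3R, 30582198 to 30583697) and Prosalpha3T (3R, 31122527 to 31123415), each a paralog of a more highly expressed subunit gene, increased by 4.372 and 3.53 on the log2 scale from at most 0.2882 CPM in any control. For fzy (2L, 16310956 to 16313097), which had only 74 counts over all 6 samples, the increase of 1.152 had an adjusted p of 0.0381 from edgeR's test. Testing against a log2 fold change of 1 with edgeR's glmTreat, in place of a cut-off on the estimate, left 2 of the 9 genes. A fit with a block for replicate number left 7, without fzy and Cks85A. Of the genes followed singly, Rpt6R moved furthest, to 6.04 without control replicate 1, and it lost its call without control replicate 2 or 3. The paper built its network from the differentially expressed genes of all its models that carry Gene Ontology annotations for cell cycle or proliferation.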

Based on the cell proliferation phenotypes observed in the fly eye, we further constructed a network of differentially-expressed genes annotated for cell cycle and proliferation in humans (Supplementary Fig. 8b). 

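Of the 837 genes differentially expressed in the *CDIPT* pis knockdown, 331 (39.5%) were in the paper's list for at least 1 of the other 5 models, and 134 (16.0%) were in the lists of 2 or more. Among the tested genes that were not called, 5.41% were in another model's list (Fisher's exact test, odds ratio 11.42, p = 1.97e-160). By model, the called genes included 215 of the 569 genes listed for *KCTD13* CG10465, 162 of 470 for *CORO1A* coro, 106 of 385 for *MAPK3* rl, 32 of 90 for *C16ORF53* pa1 and 18 of 43 for *DOC2A* rph. The direction was the same in every list that held the gene for 311 of the 331. The paper compares each model with VDRC controls, and models that share control samples share the error of those samples, so the lists are not independent of each other and the Fisher p does not take that into account. Of the 9 called genes marked for cell cycle or proliferation in Supplementary Data 6, 3 were also in another model's list, namely fzy, Cks30A and Ubc84D. As fzy is not in the paper's list for this model, it could be counted only because another list holds it. Cks30A, at a log2 fold change of -2.098 here, is in the *KCTD13* CG10465 list, and Ubc84D, at -1.092 here, is in the *C16ORF53* pa1, *KCTD13* CG10465 and *MAPK3* rl lists. The count of called genes found in another list changed most with edgeR's glmTreat test against a log2 fold change of 1, to 132. For cell proliferation genes across its 6 models, the paper reports an overlap beyond chance. It takes this as further evidence that the homologs function in connected proliferation pathways.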

Interestingly, we found a significantly high degree of overlap among differentially-expressed cell proliferation genes between the knockdown models (empirical *p* < 0.001), with 38.5% (65/169) of these genes differentially expressed in two or more models and 16.6% (28/169) differentially expressed in at least three knockdown models. These results provide additional evidence that the 16p11.2 homologs function in well-connected cell proliferation pathways in both *Drosophila* and humans.

We next selected 22 genes that were among the most up-regulated genes in *KCTD13*^*CG10465*^ and *MAPK3*^*rl*^ models for two-hit interaction experiments, and identified 18 genes whose knockdown suppressed the rough eye phenotypes in the *MAPK3*^*rl*^ (Fig. 8a) and *KCTD13*^*CG10465*^ flies (Fig. 8b). For example, knockdown of *COX6A2*^*cox6AL*^ fully rescued the *MAPK3*^*rl*^ rough eye phenotype (Fig. 8a), and knockdown of *CNGA2*^*CG42260*^, *CYP24A1*^*cyp12d1-d*^ and *RAF1*^*CG14607*^ suppressed the *KCTD13*^*CG10465*^ phenotype (Fig. 8b). We further examined the cellular phenotypes of *MAPK3*^*rl*^/*COX6A2*^*cox6AL*^ and *KCTD13*^*CG10465*^/*RAF1*^*CG14607*^ knockdowns by staining the larval and pupal eye discs with anti-Dlg, phalloidin, anti-pH3, and anti-chaoptin (Fig. 8c, f, Supplementary Fig. 7e). Defects in cone cells and primary and secondary pigment cells (Supplementary Fig. 7f), as well as photoreceptor cell counts (Fig. 8d) and proliferating cell counts (Fig. 8e), were all corrected in both two-locus models. Additionally, *RAF1*^*CG14607*^ and *COX6A2*^*cox6AL*^ knockdowns rescued the aberrant axonal targeting observed in *KCTD13*^*CG10465*^ and *MAPK3*^*rl*^ flies, respectively (Fig. 8f). While interactions between *RAF1* and *KCTD13* have not been previously reported, *COX6A2* was shown to interact with *MAPK3* within a human-specific gene interaction network^49^. *COX6A2* was also differentially expressed in a 16p11.2 deletion mouse model^13^, providing further evidence for this interaction. Of note, although the transcriptome analysis was performed on fly brains using a neuron-specific driver, we were able to validate those interactions in the fly eye, supporting the utility and veracity of using the *Drosophila* eye to study nervous system interactions.

To assess the relevance of the identified functional interactions in our fly experiments to neurodevelopment in humans, we explored the functional context of the human 16p11.2 genes and their involvement in cell proliferation, specifically in relation to brain biology, using a Bayesian network of known and predicted genetic interactions in the brain. We first mapped 14 homologs of 16p11.2 genes and 35 interacting genes identified from fly experiments (26 key neurodevelopmental genes and nine differentially-expressed genes from transcriptome studies) onto a human brain-specific gene interaction network^50,51^, and then identified additional genes in the network that connected these genes to each other. Overall, we found 982 interactions present in the human brain, with 39 out of the 49 tested genes connected through 428 novel genes within the network (Fig. 9, Supplementary Data 6). A significant enrichment for cell cycle and cell proliferation function was identified among these novel connector genes (96/428, one-tailed Fisher’s exact test, *p* = 3.14 × 10^−12^). However, we also found the same enrichment among connector genes for random sets of fly genes exhibiting neurological and behavioral phenotypes, indicating that this result is likely a general characteristic for genes involved in neurodevelopment. Additionally, our connector genes were enriched for genes related to neurodevelopment, including FMRP binding genes (*p* = 3.34 × 10^−14^, one-tailed Student’s *t*-test) and genes involved in post-synaptic density (*p* = 3.31 × 10^−32^, one-tailed Student’s *t*-test)^9^, as well as genes differentially expressed in the fly knockdown models (*p* = 0.0215, one-tailed Student’s *t*-test). 

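For the *CDIPT* pis knockdown, the data behind the last of these comparisons were followed from the network to the fly counts. In Supplementary Data 6, 20 of the 427 connector genes in the copy analysed here are marked as differentially expressed in this model, and 31 in any model. The paper's list for this model holds 13 fly genes with 1 of the 20 as a human homolog. Of the 13 fly genes, 12 passed the filter on low counts, and all 12 were differentially expressed here, 10 up-regulated and 2 down-regulated. These 12 belong to 11 of the connectors. The 13 were taken from the paper's list for the same samples, so this count cannot test the enrichment among connectors. The 12 genes include CG10916, with 41.05 ± 1.49 CPM in the knockdown against 16.08 ± 0.34 in the control (SD, n = 3 each) and CG15530, with 2.758 ± 0.466 against 0.865 ± 0.258, whose log2 fold changes had adjusted p-values of 4.16e-05 and 0.00376 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rpt6R varied more between replicates, with 0.5411, 4.072 and 2.796 CPM in the knockdown samples, and its log2 fold change moved from 4.372 to 6.04 without control replicate 1. Its call was lost without control replicate 2 (3.868, adjusted p = 0.05164 from edgeR's test) and without control replicate 3 (3.986, adjusted p = 0.05353). The paper takes this enrichment over all its models, with the others it tested, as evidence that the fly experiments and the putative interactions in the human nervous system are concordant.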

These results suggest a strong concordance between data obtained from fly two-locus experiments with putative interactions identified in the human nervous system, and provide a novel set of candidates that could be potential therapeutic targets for the deletion phenotypes.

**Fig. 8:**
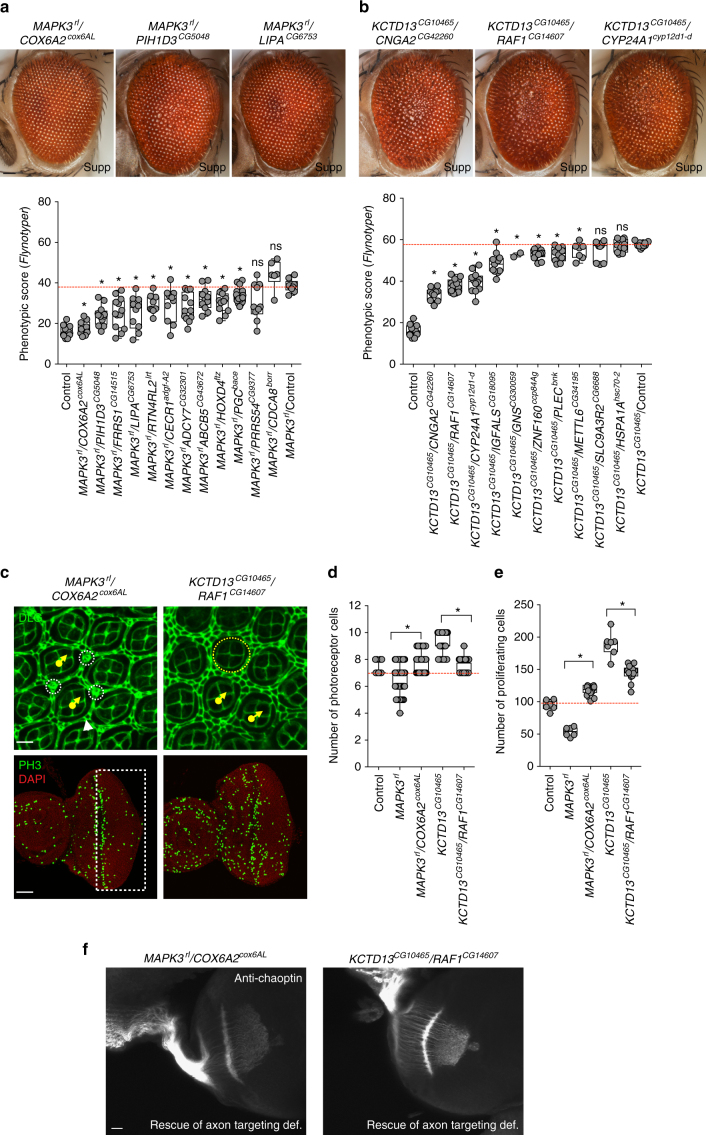
Interactions of 16p11.2 homologs with differentially expressed genes. Representative brightfield adult eye images (scale bar = 50 µm) and box plots of *Flynotyper* scores for **a** pairwise knockdown of *MAPK3*^*rl*^ and up-regulated genes identified from transcriptome data (*n* = 6–13, *p < 0.05, Mann–Whitney test), and **b** pairwise knockdown of *KCTD13*^*CG10465*^ and up-regulated genes identified from transcriptome data (*n* = 2–14, *p < 0.05, Mann–Whitney test). **c** Confocal images of pupal eye (scale bar = 5 µm) and larval eye discs (scale bar = 30 µm) stained with anti-Dlg and anti-pH3, respectively, for *MAPK3*^*rl*^/*COX6A2*^*cox6AL*^ and *KCTD13*^*CG10465*^/*RAF1*^*CG14607*^ two-hit knockdown flies. **d** Box plot of photoreceptor cell counts in *MAPK3*^*rl*^/*COX6A2*^*cox6AL*^ and *KCTD13*^*CG10465*^/*RAF1*^*CG14607*^ two-hit knockdown flies (*n* = 62–68, *p < 0.05, Mann–Whitney test). **e** Box plot of the number of pH3-positive cells in *MAPK3*^*rl*^/*COX6A2*^*cox6AL*^ and *KCTD13*^*CG10465*^/*RAF1*^*CG14607*^ two-hit knockdown flies (*n* = 12–13, *p < 0.05, Mann–Whitney test). **f** Assessment of axonal targeting in *MAPK3*^*rl*^/*COX6A2*^*cox6AL*^ and *KCTD13*^*CG10465*^/*RAF1*^*CG14607*^ two-hit knockdowns. Representative confocal images of larval eye discs stained with anti-chaoptin (scale bar = 10 µm) illustrate rescue of axonal targeting defects in the two-locus models (compared to one-hits shown in Fig. 3c). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers)

**Fig. 9:**
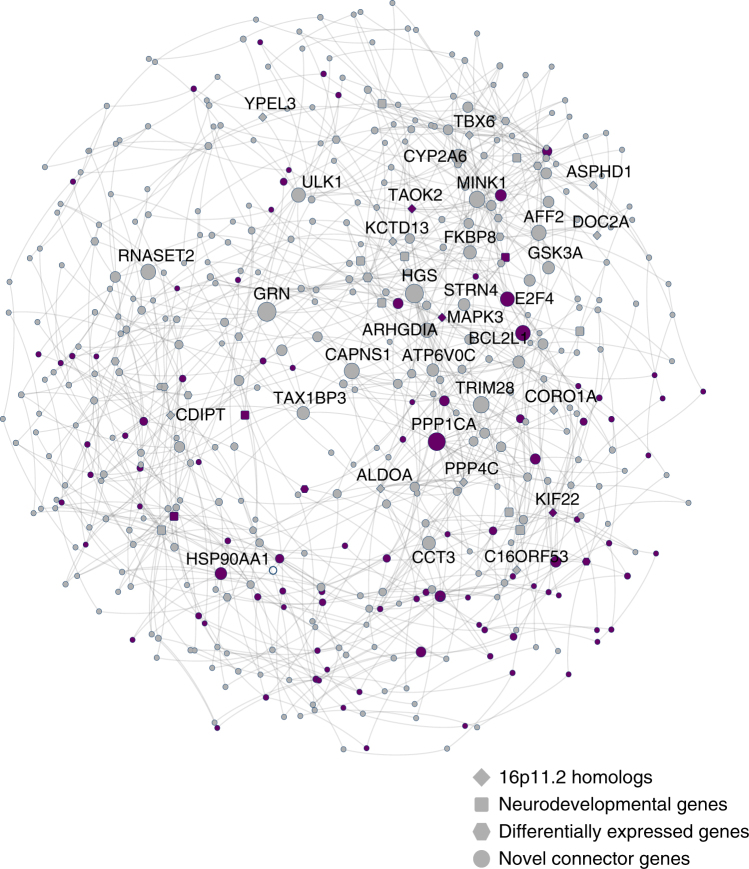
Human brain-specific network of 16p11.2 gene interactions. This network displays human brain-specific genetic interactions of all tested 16p11.2 genes and modifier genes, as well as neighboring connector genes. Network nodes with thick borders represent tested genes, with node shape representing gene category. The size of the nodes is proportional to how many connections they have in the network, and the thickness of the edges is proportional to the number of critical paths in the network using that edge. Purple nodes are genes annotated with cell proliferation or cell cycle GO terms

## Discussion

We used the sensitive genetic system of *Drosophila* to identify conserved functions and interactions of 16p11.2 homologs. While previous functional studies of the 16p11.2 region have either focused on the phenotypic effects of the whole deletion or the additive effects of individual genes, our work provides functional evidence that uncovers a complex model of genetic interactions in this region. The composite system of the fly eye allowed us to assay multiple genes and hundreds of interactions using high-throughput and quantitative assays for neurodevelopment without compromising the organism’s viability. In fact, we were able to validate nervous system-specific interactions identified through transcriptome studies using both the fly eye and a human brain-specific network, which provides strong support for the use of genetic screens in the *Drosophila* eye for studying mechanisms of disease in the nervous system. Additionally, we identified multiple interactions of conserved 16p11.2 homologs that are consistent with published biochemical studies as well as functional gene networks constructed from human co-expression and protein–protein interaction datasets. Screening for interactions with neurodevelopmental genes and differentially-expressed genes in the transcriptome could be particularly useful in identifying potential therapeutic targets for 16p11.2 deletion phenotypes. For example, rapamycin has been shown to rescue cellular and behavioral phenotypes in mouse knockouts of *PTEN*^52^, while sorafenib inhibits growth and promotes apoptosis in cancer cells with *RAF1* mutations^53^. Therefore, therapeutic targets for the identified suppressors of multiple 16p11.2 homologs both within and outside the region, such as *ALDOA*, *CORO1A*, *CHD8*, *PTEN*, and *RAF1*, could be tested in full deletion models for a reduction in severity of neurodevelopmental phenotypes. This approach would be especially well suited for 16p11.2 deletion, where genes participating in a shared pathway can be targeted by a single treatment (instead of multiple targets for individual CNV genes). Although we observed interactions in the subset of 16p11.2 genes with homologs in *Drosophila*, it is likely that genes without fly orthologs also contribute to complex genetic interactions in the region. In fact, two 16p11.2 genes not tested in flies, *MAZ* and *HIRIP3*, were found in human gene interaction networks based on the tested homologs. Interactions between *MAZ* and other 16p11.2 genes are especially noteworthy, as a recent study reported cell proliferation defects in human embryonic kidney cells upon siRNA knockdown of *MAZ*^17^. Overall, our findings provide evidence for specific interactions in the 16p11.2 region that can be integrated with data from more sophisticated neurobiological systems, such as human stem cells, mouse, and zebrafish, to fully explain the complex interactions responsible for the neurodevelopmental phenotypes observed in 16p11.2 deletion carriers.

Multiple lines of evidence including two-hit screening in the fly eye, transcriptome data from fly heads, and human brain-specific genetic interaction network suggest that interactions among 16p11.2 genes are mediated through cellular proliferation and cell cycle pathways, which are well-conserved between flies and humans^54^. In fact, several 16p11.2 genes have already been implicated in these cellular pathways. For example, *MAPK3* is a key member of the MAPK/ERK signaling pathway, which is partially regulated by *TAOK2* and *ALDOA*^40,41^, while *KCTD13* encodes polymerase delta-interacting protein 1 (PDIP1), which interacts with the proliferating cell nuclear antigen and therefore could have a role in the regulation of cell cycle during neurogenesis^55^. Our results are also consistent with aberrant changes in proliferation during early cortical neurogenesis observed in a 16p11.2 deletion mouse model^14^. While a recent study by Deshpande and colleagues did not find defects in cell proliferation in their neural progenitor cells^56^, the discrepancies could be attributed to testing individual 16p11.2 genes versus the entire deletion or due to model system specific sensitivities. Interestingly, we also found increased ommatidial size with knockdown of *KCTD13*^*CG10465*^, similar to that of *PTEN*^*dpten*^. This result is consistent with data from Deshpande and colleagues showing increased cell growth in human iPSC-derived neurons from patients with the 16p11.2 deletion^56^. In contrast to increased cell growth in the fly eye, we also found reduced dendritic complexity for *KCTD13*^*CG10465*^, suggesting that the cell growth defects observed with knockdown of individual 16p11.2 genes could also be cell-type specific.

Our results suggest that multiple 16p11.2 homologs contribute to a range of phenotypes that have key roles in different tissue types and organ systems, indicating pleiotropic effects in *Drosophila* that mirror the multitude of phenotypes observed in humans. These data are consistent with other functional studies of 16p11.2 knockdown or knockout models in mouse and zebrafish, which show abnormal neuronal or developmental phenotypes for multiple genes (Supplementary Table 1). Additionally, several 16p11.2 genes have similar intolerance to variation and likelihoods of having loss-of-function mutations compared to causative genes in syndromic CNVs^1^, including *RAI1*, *SHANK3*, and *NSD1* (Supplementary Table 3). The presence of multiple genes in 16p11.2 that are individually potentially pathogenic and behave similarly to classical neurodevelopmental genes, as determined by RVIS^57^ and pLI scores^58^, suggest that interactions between these genes are necessary to modulate the effects of each gene in the deletion. Further, the additive effects of haploinsufficiency of all 16p11.2 genes cannot completely explain the clinical features of the deletion, as all patients with the deletion should then manifest some degree of the affected phenotype. However, this is not the case, as several clinical features of 16p11.2 deletion are not completely penetrant, including autism and macrocephaly^27^. We identified 24 interactions between pairs of 16p11.2 homologs, as well as 64 interactions between the 16p11.2 homologs and key neurodevelopmental genes or genes differentially expressed in one-hit models (Fig. 10). We found that 20 out of 24 interactions between 16p11.2 homologs suppressed the cellular phenotypes observed in one-hit knockdown flies, suggesting that these interactions are epistatic in nature rather than merely additive^43^ (Fig. 10, Supplementary Fig. 9a). These results suggest potential complex interactions between the products of 16p11.2 genes at the mechanistic level, which should be confirmed using other model systems.

**Fig. 10:**
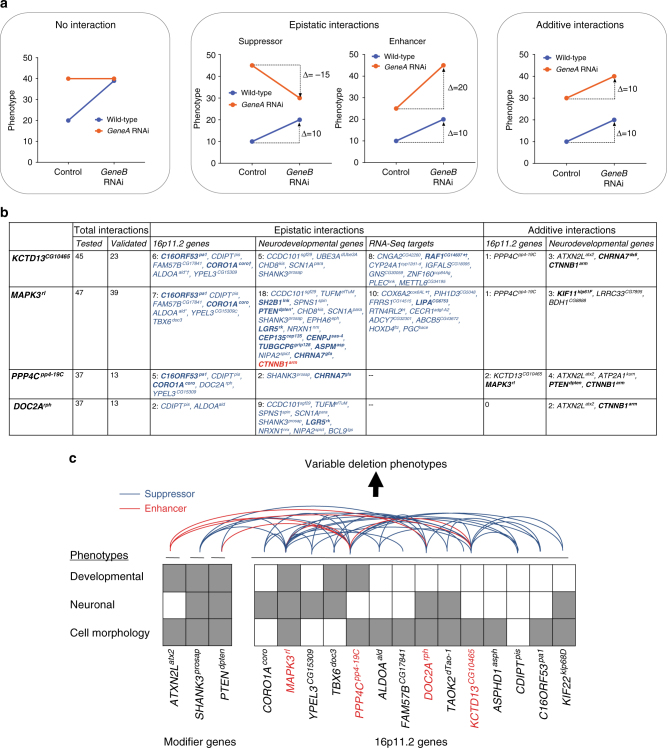
A complex interaction model for pathogenicity of the 16p11.2 deletion. **a** Examples of interactions from quantitative phenotyping data observed with pairwise knockdown of genes. Blue lines indicate modulation of *GeneB* expression in wild-type flies, while orange lines indicate modulation of *GeneA* expression when *GeneB* is also knocked down. *GeneA* knockdowns that have the same phenotype with or without *GeneB* knockdown indicate no interaction between the two genes (left). Epistatic interactions between fly homologs occur when the change in effect for two-hit knockdown flies compared to *GeneA* knockdown is less severe (suppressor) or more severe (enhancer) than that for *GeneB* knockdown compared to control (center). When the effect of *GeneB* knockdown is the same in wild-type flies and flies with *GeneA* knockdown, the two genes show an additive interaction (right). **b** Summary table listing all validated interactions with 16p11.2 *Drosophila* homologs found using screening of eye phenotypes. For epistatic interactions between fly homologs, blue-colored genes represent suppressors while red-colored genes indicate enhancers of the one-hit phenotype. Epistatic interactions with available *Flynotyper* data were confirmed using two-way ANOVA tests (*p* < 0.05, df = 1, *F* > 4.5202; see Supplementary Data 8). Bold genes are annotated for cell proliferation/cell cycle GO terms. *indicates observed cell organization/proliferation defects in the developing eye, and ^†^indicates observed axonal targeting defects. **c** A model of pathogenicity of 16p11.2 deletion inferred from fly studies. The knockdown of individual 16p11.2 homologs in *Drosophila* contributes towards various neuronal or developmental phenotypes. However, pairwise knockdown of 16p11.2 homologs, or knockdown of 16p11.2 homologs with other modifier genes, leads to enhancement, suppression, or rescue of these phenotypes, ultimately resulting in variable phenotypes dependent on the extent of modulation

Based on these results, we propose a pervasive interaction model for the pathogenicity of 16p11.2 deletion, where the phenotypic effects of the whole deletion may not equal the sum of the phenotypic effects due to disruption of its constituent genes. Rather, the interactions between the genes within the deletion, acting through common pathways, determine the phenotypic severity (Fig. 10c). These interactions can suppress, rescue or enhance the one-hit phenotypes, providing evidence for their role towards the incomplete penetrance of clinical features associated with the deletion. The phenotypic variability of the deletion can therefore be explained by variants in upstream regulatory regions or modifier genes that also participate in these pathways (Fig. 10c). In fact, the complex interactions between 16p11.2 genes can amplify the effects of second hits in the genetic background located within the same pathway, as these second hits can potentially modulate the phenotypic effects of several 16p11.2 genes at once (Supplementary Fig. 9b). These second-hits could be targeted in animal or cellular models of the full deletion for reduction of neurodevelopmental phenotypes, which would provide further evidence for the clinical importance of complex interactions among 16p11.2 genes. This model is in contrast to that reported for syndromic CNVs, where the core phenotypes can be due to a single gene (such as *RAI1* in Smith-Magenis syndrome) or a subset of individual genes in the contiguous region (as in Williams syndrome), but agrees with previous findings showing synergistic interactions between genes within de novo CNVs identified in individuals with autism^25^. Our results further suggest the importance of genetic interactions towards causation and modulation of neurodevelopmental disease, and emphasize the need for a function-based analysis in addition to sequencing studies towards discovery of gene function in the context of genetic interactions.

## Methods

### Identification of *Drosophila* homologs

We first queried the *Drosophila* genome for homologs using DRSC Integrative Ortholog Prediction Tool (DIOPT) (http://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl), reciprocal BLAST and ENSEMBL database for each of the 25 human 16p11.2 genes (Supplementary Table 1). We narrowed down the list of homologs to 15 genes with a DIOPT score of 3 or greater, or in the case of *KIF22*^*klp68D*^, high query coverage and percentage identity in BLAST. Of the 15 selected homologs, RNAi lines were available for all homologs except *INO80E*, and therefore we were unable to characterize this gene. Therefore, 14 homologs of 16p11.2 genes were used in this study. We used a similar strategy for identifying homologs for other genes tested for interactions in this study. We confirmed that all tested 16p11.2 homologs were expressed in the fly eye using database and literature searches (Supplementary Table 1).

### *Drosophila* stocks and genetics

Tissue-specific knockdown of 16p11.2 homologs and other genes tested in this study was achieved with the *UAS*-*GAL4* system, using *w; GMR*-*GAL4*; *UAS*-*Dicer2* (Zhi-Chun Lai, Penn State University), *dCad-GFP*, *GMR-GAL4* (Claire Thomas, Penn State University), *Elav*-*GAL4*;;*UAS*-*Dicer2* (Scott Selleck, Penn State University), *Elav*-*GAL4* (Mike Groteweil, VCU), *Da*-*GAL4* (Scott Selleck, Penn State University), *MS1096*-*GAL4*;; *UAS*-*Dicer2* (Zhi-Chun Lai, Penn State University), *w; C5*-*GAL4*;*Dicer2* (Zhi-Chun Lai, Penn State University), and *UAS-RNAi* transgenic lines. The RNAi lines were obtained from the Vienna *Drosophila* Resource Center (VDRC, includes both KK and GD lines)^26^ and the Bloomington Stock Center (NIH P40OD018537), and deficiency lines were obtained from the Bloomington Stock Center. All fly stocks and crosses were cultured on conventional cornmeal-sucrose-dextrose-yeast medium at 25 °C unless otherwise indicated. For the eye-specific RNAi knockdown with *GMR-GAL4*, the temperature dependence of *GAL4* activity and knockdown efficiency with *UAS*-*Dicer2* allowed us to test pathogenicity at varying doses of expression. We set up breeding experiments with *GMR-GAL4* at 30 °C, with or without *Dicer2*, to modulate the level of gene expression. A list of all lines used in this study is presented in Supplementary Data 1.

To study two-locus models, we first generated individual fly stocks with reduced expression for *KCTD13*^*CG10465*^, *MAPK3*^*rl*^, *PPP4C*^*pp4-19C*^, and *DOC2A*^*rph*^ containing *GMR*-*GAL4* and *UAS-RNAi* on the same chromosome. We tested to ensure there was adequate *GAL4* to bind to two independent *UAS* constructs in the two-locus models (Supplementary Fig. 1e). Females from the stocks with constitutively reduced gene expression for each of these four genes were then crossed with other RNAi lines to achieve simultaneous knockdown of two genes in the eye. Overall, we performed 565 pairwise knockdown experiments, including 123 interactions between 16p11.2 homologs, 420 interactions with other neurodevelopmental and CNV genes (selected from refs. ^35^ and ^59^), and 22 validation experiments to test interactions with differentially-expressed genes (Supplementary Data 3 and 4).

### RNA extraction and quantitative real-time PCR

We assessed mRNA expression by performing quantitative real-time PCR (qRT-PCR) experiments on cDNA samples isolated from fly heads. Briefly, RNAi lines were crossed with *Elav*-*GAL4* driver at 25 °C, and F1 female progeny were collected in groups of 40–50, quickly frozen in liquid nitrogen, and stored at −80 °C. For RNA extraction, the heads were separated from their bodies by repetitive cycles of freezing in liquid nitrogen and vortexing. Total RNA was isolated using TRIZOL (Invitrogen), and reverse transcription was performed using qScript cDNA synthesis kit (Quanta Biosciences). RNA was also isolated from fly heads from *GMR*-*GAL4* crosses for a subset of genes to compare the gene expression with fly heads from *Elav-GAL4* crosses (Supplementary Fig. 1c). Quantitative RT-PCR was performed using an Applied Biosystems Fast 7500 system with SYBR Green PCR master mix (Quanta Biosciences) using optimized protocols. A list of primers used for the qRT-PCR experiments is provided in Supplementary Data 7.

### Quality control

We checked the insertion site of the RNAi constructs to identify and remove any fly lines that may show phenotypes due to insertion-site effects (Supplementary Fig. 1a). While RNAi transgenes for the Bloomington lines are inserted at the attP2 site on chromosome 3L with no expression or effect on the nervous system, thorough analysis of RNAi lines obtained from VDRC stock center was required to rule out off-target effects. We obtained two types of lines from VDRC: GD lines, which are P-element-based transgenes with random insertion sites, and KK lines, which are phiC31-based transgenes with defined insertion sites^26^. In order to rule out any effect of insertion of the RNAi construct in the GD lines, we mapped the insertion site by performing Thermal Asymmetric Interlaced PCR (TAIL-PCR) and Sanger sequencing. The TAIL-PCR method was modified from a protocol developed in B. Dickson’s lab, based on published protocol^60^. The first round of PCR was performed with a 1:100 dilution of a genomic DNA preparation with Taq polymerase using three degenerate forward primers (AD1, AD2, and AD3) and a specific reverse primer (T1BUAS) (see Supplementary Data 7 for TAIL-PCR primers). The second PCR reaction was set up using 1:50 dilution of the first PCR as template, with the AD primer as the forward primer and T2D as the specific reverse primer. The second PCR products were then visualized in 1% agarose gel, followed by gel extraction of the PCR product, Sanger sequencing using the T2En primer, and analysis of the resulting sequence in BLAST. If the insertion site was in the 5′ UTR, we only excluded the line if there was an overexpression of the downstream gene and the phenotype was discordant with another line. In case of KK lines, Green and colleagues demonstrated that the host strain for the KK library has two landing sites: 5′ UTR of the *tiptop* gene and a previously non-annotated insertion adjacent to 5′ UTR of the *numb* gene (at position chr2L: 9437482, cytological band 30B3)^61^. We observed non-specific shriveled wings in three out of seven KK lines of 16p11.2 homologs with *Elav*-*GAL4*, and these three lines also showed increased expression of *tiptop* (Supplementary Data 2). Therefore, we excluded these KK lines from neuronal experiments using *Elav*-*GAL4*. However, we found that overexpression of *tiptop* (using *UAS-tio*) with *GMR*-*GAL4* showed a rough eye phenotype and reduced pigmentation confined to the right side of the eye, distinct from the eye phenotypes observed in the KK lines (Supplementary Fig. 1d). Further, we did not observe any changes in the expression of *numb* in the fly lines used in this study (Supplementary Data 2).

### Climbing assay

Fly crosses were set up at 25 °C with *Elav*-*GAL4* to achieve neuronal knockdown. Four genes, *PPP4C*^*pp4-19C*^, *ALDOA*^*ald*^, *TAOK2*^*dTao*^, and *KIF22*^*klp68D*^, showed lethality when neuronal expression was reduced using RNAi at 25 °C, and therefore were tested at room temperature. *KIF22*^*klp68D*^ lines were also lethal when raised at room temperature. For each genotype, groups of 10 flies were transferred to a climbing vial and tapped down to the bottom. They were allowed to climb past a line marked at 8 cm from the bottom of the vial, and the number of flies crossing the 8 cm mark at 10 s was recorded as a percentage of flies able to climb per vial (climbing ability). For each group, this assay was repeated nine more times with one-minute rest between each trial. These sets of 10 trials for each group were repeated daily for 10 days, capturing data from flies aged day 1–10. All experiments were performed during the same time of the day for consistency of the results. Two-way ANOVA and pairwise two-tailed *t* tests were used to determine significance for each genotype and day of experiment (Supplementary Data 8).

### Spontaneous seizures assay

Newly eclosed flies of the relevant genotypes were collected and aged for 7 days. Male and female flies were isolated at least 1 day after collection to ensure all females had mated. After aging, flies were transferred individually into the chambers of a 4 × 5 mating plate using a manual aspirator. The plate was then placed on a standard light box, where the flies were allowed to acclimate for 5 min. Fly behavior was recorded at 30 frames/s for 5 min using a Canon High Definition Vixia HFM31 Camcorder (resolution 1920 × 1080). Each fly’s behavior during the viewing window was then assessed for abrupt, involuntary seizure-associated movements, which manifest as rapid repositioning of the flies within the chamber as previously described^28^. The total number of flies that exhibited spontaneous seizure events and the number of seizing events per seizing fly was initially assessed in 10–20 flies with each knockdown genotype (Supplementary Fig. 2b), and validated using 5–7 replicates of 20 flies for three select 16p11.2 homologs (Fig. 2c). Knockdown lines were compared to controls using one-tailed Mann-Whitney tests (number of seizures per fly and percentage of seizing flies in replicate experiments) or Fisher’s exact tests (percentage of seizing flies in experiments without replicates) (Supplementary Data 8).

### Dendritic arborization assays

RNAi lines were crossed to a *UAS-Dicer2*; *ppk*-*GAL4*, *UAS*-*mCD8-GFP* driver at 25 °C, and embryos were collected at 24 hours on apple juice plates. First instar larvae, eclosed from the embryo, were transferred to the food plate and allowed to age for 48 h at 25 °C before live imaging. Third instar larvae were collected, washed in PBS, and transferred dorsal side up to a glass slide containing a dried agarose pad with a coverslip on top secured with sticky tape. Z-stack images of Class IV Dendritic Arborization neurons were acquired using a Zeiss LSM 800 confocal microscope and processed using ImageJ (https://imagej.nih.gov/ij/) to a scale of 5.0487 pixels/micron. Using an in-house Java plug-in, four concentric circles with a distance of 25 microns between each circle were placed on the images, with the cell body as the center. A manual Sholl analysis was conducted by counting the number of intersections of dendritic branches on each of the concentric circles. Total and average number of intersections were calculated and normalized to the width of the hemisegment of each sampled neuron to control for slight variation in larval sizes. Two-way ANOVA and pairwise two-tailed *t* tests were used to determine significance of the number of intersections in each genotype and concentric circle, and two-tailed Mann-Whitney tests were used to determine significance of the total number of intersections (Supplementary Data 8).

### Phenotypic analysis of fly eyes using *Flynotyper*

We used *GMR*-*GAL4* drivers with and without *Dicer2* to achieve eye-specific knockdown, and imaged 2–3 day old flies using an Olympus BX53 compound microscope with an LMPlanFL N 20X air objective (Olympus, Tokyo, Japan), at ×0.5 magnification and a z-step size of 12.1 μm. We used CellSens Dimension software (Olympus Optical) to capture the images, and stacked the image slices using Zerene Stacker (Zerene Systems, USA). All eye images presented in the figures are maximum projections of consecutive 20 optical *z*-sections. Eye area was calculated from each image using ImageJ^62^. Eye phenotypes were scored manually from rank 1–10 based on severity, with rank 1 assigned to wild type-like and rank 10 for the most severe phenotype. We developed a computational method called *Flynotyper* (software available at https://flynotyper.sourceforge.net) that calculates a phenotypic score based on alterations in the hexagonal arrangement of ommatidia in the fly eye^35^. The *Flynotyper* software detects the center of each ommatidium and calculates the phenotypic score based on the number of ommatidia detected, the lengths of six local vectors with direction pointing from each ommatidium to the neighboring ommatidia, and the angle between these six local vectors (Fig. 4a (i)). Using *Flynotyper*, we obtained quantitative measures of fly eye roughness with single gene or pairwise gene knockdown. The significance of *Flynotyper* results compared to a GD control was determined using one-tailed or two-tailed Mann-Whitney tests (Supplementary Data 8). We found no significant differences in *Flynotyper* scores between GD and KK control *Drosophila* lines with and without *Dicer2*, and therefore we used a single control for statistical analysis (Supplementary Fig. 1b). We have previously shown a strong concordance between manual scores and phenotypic scores^35^. In this study, we used manual scoring in conjunction with *Flynotyper*, as certain features such as necrotic patches, glossy eyes, and overall eye size are not detected by *Flynotyper*.

### Immunohistochemistry

For the neuromuscular synapse (NMJ), female third instar larvae were dissected in 1.8 mM Ca^2+^ and 4 mM Mg^2+^ saline solution (128 mM NaCl, 2 mM KCl, 1.8 mM Ca^2+^, 4 mM Mg^2+^, 5 mM Hepes, and 36 mM sucrose, pH 7.0) and fixed in saline solution containing 4% paraformaldehyde (PFA) for 30 min. The fixed larvae were washed with saline, PBS (13 mM NaCl, 0.7 mM Na_2_HPO_4_, and 0.3 mM NaH_2_PO_4_), and PBT (0.2% Triton X-100 in PBS) for 10 min each, incubated with blocking buffer (5% normal goat serum in PBT) for one hour, and then incubated with anti-Dlg (1:500; 4F3, Developmental Studies Hybridoma Bank (DSHB), University of Iowa) overnight at 4 °C. These preparations were then washed thrice with PBT and twice with PBS for 6 min each, and incubated with fluorophore-conjugated secondary antibodies, Alexa fluor 568 goat anti-mouse (1:200; A11031, Molecular Probes by Life Technologies), and a plasma membrane marker, Alexa fluor 647-conjugated AffiniPure Goat anti-HRP (1:200; 123-605-021, Jackson ImmunoResearch Laboratories, Inc.), for two hours. Final washes were performed with PBS, five times each for 6 min, and mounted in a 1:1 mixture of PBS and glycerol between two cover slips for imaging.

For the larval and pupal eye disc, the eye discs from wandering third instar or 45-hour-old pupae were dissected in PBS and fixed in PBS containing 4% PFA for 20 min. The tissues were then washed in PBT, treated with blocking solution for 30 min, and then incubated overnight with primary antibodies at 4 °C. Mouse anti-pH3 (S10) antibody (1:200; 9706-Cell Signaling Technology), a specific mitotic marker for measuring proliferating cells, Elav antibody (1:100; 7E8A10, DSHB), a marker for cell differentiation, and mouse anti-chaoptin (1:200; 24B10, DSHB), a marker for retinal axonal projections, were used for larval eye discs, and mouse anti-Dlg (1:200; 4F3, DSHB), a septate junction marker to visualize and count ommatidial cells, and Rhodamine Phalloidin (1:100; R415, Molecular Probes by Life Technologies), an F-actin marker, were used for observing photoreceptor cells in pupal eyes. These preparations were then washed for 10 min thrice with PBT, and incubated with fluorophore-conjugated secondary antibodies (Alexa fluor 568 goat anti-mouse (1:200); A11031; Alexa fluor 488 donkey anti-rat (1:200), A21208; and Alexa fluor 647 goat anti-mouse (1:200); A21236, Molecular Probes by Life Technologies) for two hours. Final washes were performed in PBS, and the tissues were mounted in Prolong Gold antifade reagent with DAPI (Thermo Fisher Scientific, P36930) for imaging.

### BrdU cell proliferation assay

For BrdU incorporation, the larval eye discs were dissected in PBS and immediately transferred to Schneider media (Sigma). The tissues were then incubated in 10 µM BrdU (Sigma) at 25 °C for 1 h with constant agitation to allow for incorporation of BrdU into the DNA of replicating cells in S phase. The tissues were washed thrice with PBS for 5 min each, and fixed in PBS containing 4% PFA for 20 min. The tissues were acid-treated in 2 N HCl for 20 min to denature DNA. Subsequently, the tissues were neutralized in 100 mM Borax solution for 2 min, washed three times with PBT for 10 min each, and treated with blocking solution for 1 hour. Then, tissues were incubated with mouse anti-BrdU (1:200; DSHB-G3G4) diluted in blocking solution overnight at 4 °C. On the following day, the tissues were washed three times in PBT for 20 min each and incubated in Alexa flour-568 Goat anti-mouse (1:200; A11031) diluted in 1X PBS, containing 5% normal goat serum, for two hours with constant agitation. Finally, tissues were mounted in Prolong Gold antifade reagent with DAPI.

### Confocal microscopy and image analysis

We acquired Z-stack images of larval eye discs (proliferation assay), pupal eye discs (cellular architecture), and body wall muscles 6 and 7 in the abdominal segments A2 and A3 (NMJ architecture) using an Olympus Fluoview FV1000 laser scanning confocal microscope (Olympus America, Lake Success, NY). Acquisition and processing of images was performed with the Fluoview software (Olympus). We used one or two optical sections for larval and pupal eye disc images, and maximum projections of two or three optical sections were used for NMJ images. For BrdU staining, Elav staining and proliferation (anti-pH3) assays, maximum projections of all optical sections were generated for display. Area, length, perimeter, and number of branches in neuromuscular synapses were calculated using the Drosophila_NMJ_morphometrics macro in ImageJ^63^. The bouton counts in each NMJ and pH3-positive cells from larval tissues were counted using the Cell Counter Plug-In within ImageJ. We also calculated the number of pH3 positive cells using the Analyze Particles function in ImageJ, and found a high correlation (Pearson correlation, *r* = 0.9599, *p* < 0.0001) with counts obtained from Cell Counter Plug-In (Supplementary Fig. 1f). Significance of cell counts or NMJ features from confocal microscopy compared to GD controls was determined using one-tailed or two-tailed Mann-Whitney tests (Supplementary Data 8).

### Differential expression analysis of transcriptome data

We performed RNA sequencing of samples isolated from fly heads of *Elav-GAL4* *>* *Dicer2* crosses for *MAPK3*^*rl*^, *KCTD13*^*CG10465*^, *DOC2A*^*rph*^, *CORO1A*^*coro*^, *C16ORF53*^*pa1*^, and *CDIPT*^*pis*^, and compared gene expression levels to VDRC control flies carrying the same genetic background. We prepared cDNA libraries for three biological replicates per knockdown model using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA), and performed single-end sequencing using Illumina HiSeq 2000 to obtain 100 bp reads at an average coverage of 35.2 million aligned reads/sample. We used FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc) and Trimmomatic^64^ for quality control assessment, TopHat2^65^ v.2.1.0 to align the raw sequencing data to the reference fly genome and transcriptome build 6.08, and HTSeq-Count^66^ v.0.6.1 to calculate raw read counts for each gene. edgeR^67^ v.3.16.5 (generalized linear model option) was used to perform differential expression analysis. 

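At the paper's thresholds, a log2 fold change above 1 or below -1 with a false-discovery rate under 0.05, edgeR's quasi-likelihood test called 837 of 10331 tested genes in the 3 *CDIPT* pis knockdown samples against the 3 controls, 598 up-regulated and 239 down-regulated. The paper's list for this model has 1004 genes, 687 up-regulated and 317 down-regulated. Of these, 843 passed the filter on low counts here, all 843 changed in the listed direction, and 801 were called. Across those 843 genes the median absolute difference between the log2 fold change computed here and the listed one was 0.0021. The 161 listed genes that were not tested had a median average log2 CPM of -2.765 in the paper's table, while the lowest among the genes tested was -1.719. The replicate numbers in the labels were taken as a pairing in a second fit with a replicate block, which called 775 genes. Knockdown and control samples with the same number did not deviate together, with a mean correlation across genes of -0.06144 against 0.03157 for samples with different numbers. Leaving out each sample in turn gave from 680 to 1066 called genes, and 565 of the 837 were called in all 6 of those fits. The threshold itself mattered most, since 3499 genes were called without a fold-change threshold.

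**Figure D1:**
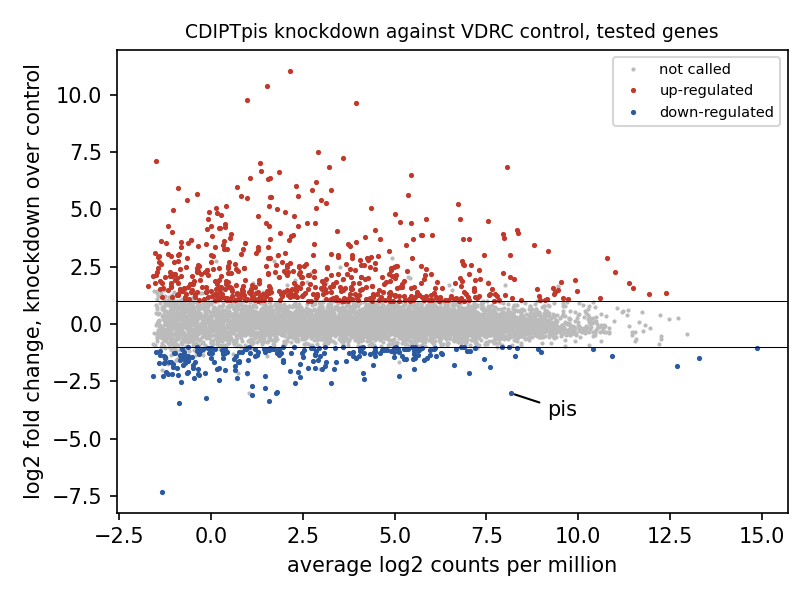
Log2 fold change, knockdown over control, against average log2 CPM for the 10331 tested genes, each point a gene, with horizontal lines at 1 and -1. The 598 up-regulated genes (red) reach a log2 fold change of 11.03, and *pis* is among the 239 down-regulated genes (blue) at -3.021.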

Genes with a log_2_-fold change >1 or <−1, and with a corrected false-discovery rate less than 0.05, were considered as differentially expressed (Supplementary Data 5). We used the log-fold change in expression to confirm reduced gene expression of each 16p11.2 homolog in the tested RNAi lines. 

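For the *CDIPT* pis line, *pis* (FBgn0030670, a protein-coding gene on the minus strand of X, 15701451 to 15703770 in the Ensembl 115 annotation of BDGP6) had 62.86 ± 5.03 TMM-normalized CPM in the knockdown and 509.9 ± 44.8 in the control (SD, n = 3 each). The values were 60.09, 59.81 and 68.67 in knockdown replicates 1, 2 and 3, and 556.9, 467.7 and 505 in control replicates 1, 2 and 3, so every knockdown sample lay below every control (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The log2 fold change was -3.021 (standard error 0.0982, adjusted p = 1.32e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 12.32% of the control level in whole heads. The paper's reported log2 fold change is -3.02241. With the replicate block it was -3.0194, and the alternative that moved it most, the fit without knockdown replicate 3, gave -3.088. Using such fold changes, the authors checked that the RNAi lines lowered their targets.

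**Figure D2:**
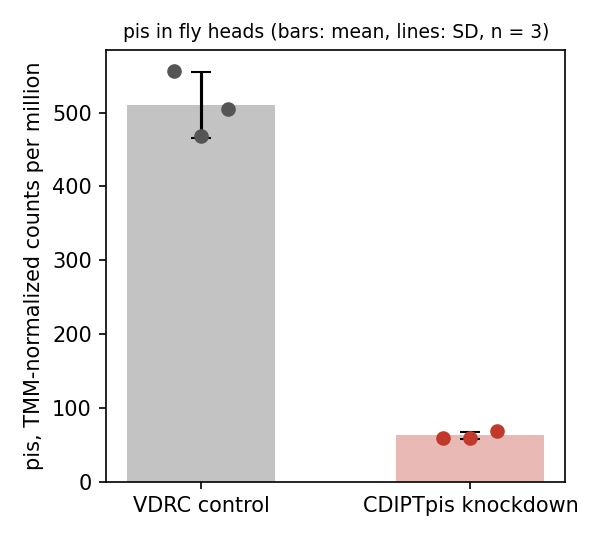
TMM-normalized CPM of *pis* in fly heads, with points for the single samples, bars for the mean and lines for the SD of 3 samples per group. The knockdown samples lie between 59.81 and 68.67 and the controls between 467.7 and 556.9.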

These values were similar to expression values obtained by qPCR; we found a positive correlation between qPCR and RNA-Seq derived expression values for 186 differentially expressed genes across the six knockdown models (Pearson correlation, *r* = 0.4677, *p* = 1.672 × 10^-11^). Human homologs of differentially-expressed fly genes were identified using DIOPT v.5.3.

### Functional enrichment in differentially expressed genes

We used gene set enrichment analysis to summarize the genome-wide list of genes and their levels of differential expression into biological pathways and processes perturbed by knockdown of 16p11.2 homologs (Supplementary Fig. 8a). First, we used DIOPT to identify fly homologs of all annotated genes in each human Gene Ontology Biological Process term. We then calculated Z scores for all GO terms with less than 500 genes (in order to exclude very general GO terms) across the six knockdown models using the Parametric Analysis of Geneset Enrichment procedure^48^. This method averages the log-fold change in expression of all genes in every GO term, and then subtracts the mean and divides by the standard deviation of the log-fold change levels in all genes. The Z-score represents the degree of up- or down-regulation of all genes within the GO term. We estimated a p-value for each Z score by comparing to the standard normal distribution (two-sided test), and corrected for multiple hypothesis testing using the Benjamini-Hochberg method. 516 GO terms with corrected *p*-values < 0.01 are listed in Supplementary Data 5. We also used Cytoscape to visualize the network of cell proliferation (GO:0008283) and cell cycle (GO:0007049) genes that were differentially expressed in the knockdown models (Supplementary Fig. 8b).

### 16p11.2 gene interactions in a human brain-specific network

We used a human brain-specific gene interaction network^50^ to further contextualize the observed interactions in 16p11.2 homologs. This network was built using a Bayesian framework that integrated brain-specific signals from genomic data published in over 14,000 publications^50^. Within this network, we mapped 49 genes with identified interactions in the fly eye, and calculated the shortest paths between these genes. This procedure identified 428 additional genes in the network that were critical in connecting the 49 assayed genes to each other (Supplementary Data 6). We then examined these connector genes for enrichment of genes with cell proliferation and cell cycle GO annotations using a one-sided Fisher’s exact test.

### Data availability

Gene expression data for the six 16p11.2 homolog model fly lines that support the findings of this study are deposited in the GEO (Gene Expression Omnibus) database with accession code GSE100387, and the raw RNA-Sequencing files are deposited in the SRA (Sequence Read Archive) with BioProject accession PRJNA391493. All other data supporting the findings of this study are available within the paper and its supplementary information files.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

How the deposited data were processed for this re-analysis (not part of the article)

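The data were RNA sequencing of heads of female flies, from 3 samples with neuronal knockdown of *pis* (*CDIPT* pis, a VDRC RNAi line driven by *Elav-GAL4* with Dicer2) and 3 VDRC control samples reared at the same 25 °C. The samples of the other 5 sequenced models were not in the files analysed here. The authors prepared stranded mRNA libraries, sequenced 100 bp single-end reads, assessed their quality with FastQC and Trimmomatic, aligned them with TopHat2 2.1.0 to fly genome and transcriptome build 6.08, and made raw counts per gene with HTSeq-Count 0.6.1. The deposited counts are whole numbers without normalization for 17559 genes, in 3 technical replicates per sample, or 18 columns in all. HTSeq-Count leaves out reads that align to several places, so near-identical genes such as Sdic3 and its copies are counted only from reads that align to 1 place.

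The 3 technical replicates of each sample were summed, since they differed by about the sampling noise (chi-square per degree of freedom from 1.021 to 1.173). The totals on genes were between 21663263 and 36977769 in the knockdown samples (median 29744374) and between 27817001 and 32827071 in the controls (median 28871511). A gene at 1 CPM therefore had about 22 to 37 reads per sample, and genes near the count filter are measured with far less precision than *pis*, which had 50506 counts over the 6 samples. Conditions and replicate numbers were taken from the sample labels and the paper.

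Knockdown and control were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its defaults (minimum count 10, minimum total count 15) and the quasi-likelihood F-test. Genes with a Benjamini-Hochberg false-discovery rate under 0.05 and a log2 fold change above 1 or below -1 were called, which are the paper's thresholds. The authors used edgeR 3.16.5. The average expression values in their lists are shared between models, from which it is inferred that they fitted several models together, and this could not be repeated from the 2 groups analysed here. The paper states no filter on low counts. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene sets were tested with limma 3.58.1, using voom and camera with a preset correlation of 0.01 between genes, and the p-values of 6 sets were adjusted together. A set of pan-neuronal genes was added after the first fits had been seen and was tested alone. Single values were compared with exact permutation tests, whose smallest p is 0.1 for 3 samples against 3, and shared lists with Fisher's exact test. Neighbouring genes were tested with 10000 shuffles of the calls within each chromosome.

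The edgeR script was tested on simulated data. Counts were drawn from the real means, dispersions and library sizes with 200 genes changed by a log2 fold change of 2 in either direction, of which 189 (94.5%) were called, along with 7 unchanged genes. The median estimated log2 fold change of the increased genes was 1.999.

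Gene symbols and coordinates come from the Ensembl 115 annotation of the BDGP6 assembly (release 6.54), matched by FlyBase gene number. It is a later annotation release than the authors' 6.08 of the same assembly, and no coordinates of theirs were mixed with it. Exonic lengths were available for 97.93% of the tested genes. GC content was not tested, since no genome sequence was given.

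The genes named with their values were set by a rule. They are *pis*, the genes the paper names with its transcriptome where a symbol could be matched, the called genes annotated for cell cycle or proliferation, and the 5 largest increases and 5 largest decreases among called genes with an average log2 CPM of at least 1 and no overlap between the groups. The alternatives were other filters (every gene with at least 1 count, or at least 10 counts in every sample), RLE size factors, DESeq2 1.42.0, robust empirical Bayes, a replicate block, each sample left out in turn, a test against a log2 fold change of 1, no fold-change threshold, technical replicates as samples, and a correlation between genes estimated from the data. Fits on a single technical replicate column of every sample were added after the file headers had been seen, and the alternatives of the unfolded protein response, phototransduction and pan-neuronal sets after the first results had been seen. Left out were the network distances, the Gene Ontology Z-scores and the comparison of qPCR with sequencing over all models, which need data not in the files analysed here. The figures were drawn with matplotlib 3.10.9.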

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

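Proteasome subunit genes, which the paper's text does not discuss, were higher in the *CDIPT* pis knockdown than in the controls. Of 34 tested genes whose symbol begins Prosalpha, Prosbeta, Rpn or Rpt, 34 had a positive log2 fold change and 33 a false-discovery rate under 0.05 in edgeR's test, while only 4 passed the log2 fold change of 1. Their mean log2 fold change was 0.8436 in the limma voom fit behind the set test, and in edgeR's fit the 30 that were not called averaged 0.62, with none above 0.884. The set's average log2 CPM stood 0.4791, 1.09 and 0.8157 above the control mean in knockdown replicates 1, 2 and 3 (exact permutation test, p = 0.1, the smallest possible). They were flagged as a signal in genes outside those the paper discusses. That proteasome subunit genes would be shifted up, as they would have to be to raise the scores of the cell cycle terms, was predicted after the paper's own gene list and Z-scores for these samples had been read. Such a shift was found by limma's camera test with the preset correlation (adjusted p = 6.86e-11), but the subunit genes rise and fall together between replicates, with an estimated correlation of 0.8853, and with that correlation the p was 0.2289. The 3 samples per group thus leave the size of the shift open, though it is higher in 3 of 3 knockdown samples. In the paper's table, the Z-scores of this model include 7.72 for M/G1 transition (65 genes) and 7.161 for S phase (96 genes) of the mitotic cell cycle, the highest among its cell cycle terms. A candidate explanation is that proteasome genes, which such terms may include, carry part of these scores, but the gene lists of the terms were not in the files analysed here, and the link between the shift and the scores was not tested. Technical explanations are weighed with the called genes among the other observations, and a difference in genetic background was not tested for these genes.

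Transcripts of phototransduction genes were lower in the knockdown. In edgeR's fit, 21 of 24 tested genes had a negative log2 fold change, 14 of them with a false-discovery rate under 0.05, and 4 were called. In the limma voom fit behind the set test, 4 of the 24 were positive and the mean was -0.5052 (camera, adjusted p = 6.71e-05). The set's average log2 CPM was lower in 3 of 3 knockdown samples than in every control, at -0.4052, -0.5297 and -0.5624 relative to the control mean (exact permutation test, p = 0.1, the smallest possible). With the correlation between the genes estimated from the data, an alternative added after the proteasome result had been seen, the p was 0.2376, so the test does not separate the drop from genes that vary together. The genes were flagged because the paper does not discuss them. That photoreceptor transcripts would fall was predicted before any fit. A general loss of neurons may contribute. A set of 18 pan-neuronal genes, listed after the first fits, had a mean log2 fold change of -0.1434 with none of them called (limma's camera test alone, unadjusted p = 0.0479, exact permutation test of the sample averages p = 0.1). That p lies at the threshold and was 0.554 with the correlation estimated, so the pan-neuronal genes do not decide the question. The difference between the phototransduction and pan-neuronal shifts was not itself tested. Fewer photoreceptors alone would lower transcripts made only in them by a common factor. In edgeR's fit the genes moved apart beyond their standard errors. Values were -1.8383 (standard error 0.1332) for Arr1, -1.4219 (0.1118) for norpA, -1.0458 (0.1407) for ninaE, -0.18278 (0.1533) for trp and 0.28907 (0.1061) for rdgA. For these genes the values argue against a uniform loss of photoreceptors as the only cause, provided that their transcripts are made only there. That was not checked, and a transcript also made elsewhere in the head would fall by less. Whether fewer photoreceptors contributed beside less transcript per photoreceptor cannot be told in whole heads. A difference in eye background between the strains was not tested, and neither was a difference in fly age.

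A group of 4 genes had at least 10 counts in every knockdown sample and none in any control, which flagged them after the fits had been seen. CG17298 had 116, 512 and 138 counts in knockdown replicates 1, 2 and 3, Sdic3 had 201, 167 and 133, Cyp12d1-d had 243, 55 and 56, and CG30059 had 24, 13 and 15. A candidate explanation is a sequence missing from, or different in, the control strain, a prediction written after the lists holding some of these genes had been read. If so, other models compared with the same controls would list these genes as well, provided that their RNAi lines carry the sequence. In the paper's lists, no gene of the 4 is up-regulated in more than 1 of the other 5 models, with 3 in 1 other model each and Sdic3 in none. The share found in any other list, 75%, was higher than the 30.5% of the other 594 up-regulated genes but not distinguishable from it (Fisher's exact p = 0.0889). The prediction was thus not met at the threshold. With only 4 genes, and without knowing which other lines carry such a sequence, the test does not decide the question. A sequence carried only by this RNAi line was not tested, and neither was expression switched on by the knockdown. The counts of genes with near-identical copies, such as Sdic3, are uncertain because reads shared between copies were not counted.

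Alignments that HTSeq-Count set aside as not unique, which the paper does not report on, numbered 3.201 per gene count in knockdown replicate 3 and 1.336 in knockdown replicate 2, against 0.233 in knockdown replicate 1 and 0.466, 0.643 and 0.652 in control replicates 1, 2 and 3. They were flagged because this ratio stood far above the controls. In a test added after the fits, it was predicted, before the shares were computed, that ribosomal and other small RNA left after poly(A) selection would put the same samples first. The share of gene counts on rRNA, snRNA and snoRNA genes was 0.009671% in knockdown replicate 3 and 0.006563% in knockdown replicate 2, the highest of the 6, and 0.003873% in knockdown replicate 1, the lowest. These shares are small, and most ribosomal reads would not be counted at all, so carry-over of ribosomal RNA remains a candidate explanation that the files cannot settle. The split does not follow the condition, and no biological explanation was tested.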

How the results depend on the processing

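The alternatives were fixed before the processed files arrived, except the fits on a single technical replicate column and all alternatives of the unfolded protein response, phototransduction and neuron sets, which were chosen after seeing the data. *pis* was followed with the other filters, RLE size factors, DESeq2, robust empirical Bayes, the replicate block and each sample left out in turn. Under all of these its log2 fold change kept its direction and stayed past the threshold. It ranged from -3.088 to -2.957 across the 6 fits that each left out a sample. It was not followed with technical replicates as samples, the single technical replicate columns or edgeR's glmTreat test.

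The counts of genes changed most with the fold-change threshold. Without it, the called genes rose to 3499, the up-regulated genes to 1942 and the down-regulated genes to 1557. With edgeR's glmTreat test against a log2 fold change of 1, they fell to 272, 231 and 41, the listed genes called again to 271, the called genes in another model's list to 132 and the cell cycle and proliferation genes to 2. That test asks that the fold change exceed 1 beyond its error, which many genes estimated just above 1 do not meet. Under every other alternative these counts stayed within 1.5 times the main count, apart from the cell cycle and proliferation genes, which were 4 in the first and 5 in the third technical replicate column alone, where a smaller depth leaves low genes untested or uncertain.

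Across the 6 fits that each left out one replicate, the called genes numbered from 680 to 1066, the up-regulated genes from 503 to 766, the down-regulated genes from 177 to 300, the listed genes called again from 638 to 833, the called genes in another list from 284 to 396 and the cell cycle and proliferation genes from 6 to 10. The highest total came without knockdown replicate 1, the sample farthest from the other knockdown samples. Of the 837 called genes, 272 were lost in at least 1 of these fits. The replicate block gave 775 called genes, with 555 up-regulated and 220 down-regulated. It left 7 cell cycle and proliferation genes, without fzy and Cks85A.

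The mean log2 fold change of the cell cycle set, -0.2831 with 4 genes, had no stable sign. It was 0.2405 over the 7 genes with at least 1 count and -0.7518 over the 3 genes with at least 10 counts in every sample. Across the 6 fits that each left out 1 replicate it ranged from -0.3912 to 0.5352. It turned positive in the 4 of them in which 5 genes passed the filter (0.5352 without knockdown replicate 1, and 0.3005, 0.2308 and 0.3343 without control replicates 1, 2 and 3). None of these values was past the threshold, so the set is too small for a statement about direction. The mean of the proteasome set ranged from 0.6933 to 1.015 across the fits without 1 sample and stayed past the threshold, but with the correlation between its genes estimated from the data it kept its value of 0.8436 with a camera p of 0.2289, no longer past the threshold. The same alternative left the unfolded protein response set (mean 0.282, p = 0.1614), the phototransduction set (-0.5052, p = 0.2376) and the neuron set (-0.1434, p = 0.554) short of the threshold, because genes of a set that vary together carry less information than the preset correlation of 0.01 assumes. Every set's significance in limma's camera test thus rests on that preset. The neuron set was also no longer past the threshold with at least 10 counts in every sample (-0.1373) or with the replicate block (-0.1453), and ranged from -0.1748 to -0.08625 across the fits without 1 sample, while the unfolded protein response set ranged from 0.25 to 0.3175 and the phototransduction set from -0.5938 to -0.4275.

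Among 391 values of 37 named genes under the alternatives, 20 were no longer past the threshold, 2 became so and 3 changed sign. All 3 sign changes were in CG9377, at 0.001575 with the replicate block, 0.1327 without knockdown replicate 1 and 0.2347 without control replicate 1, against -0.02355 in the main fit and -0.2584 to 0.2347 across the fits without 1 sample. The calls that lost significance in a fit without 1 sample were those of fzy, Cks85A, Ubc84D and Rpt6R. Genes with few counts limit what the depth can show, fzy with its 74 counts in 6 samples being the clearest case (adjusted p = 0.09975 with DESeq2).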

Differences from the paper's values

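By qPCR, the paper's reported level of *pis* in the *CDIPT* pis knockdown is 6.4652% of the control (SD 0.706448), while the counts analysed here gave 12.32% (SD 0.99 between knockdown samples). None of the alternatives run for this value, all set before the files arrived, closed the gap.

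The paper's list for this model does not hold fzy, which was called here with a log2 fold change of 1.152. Supplementary Data 6 marks its human homolog as differentially expressed in this model and in the *MAPK3* rl model, whereas the lists of Supplementary Data 5 hold fzy for the *CORO1A* coro and *MAPK3* rl models. By qPCR, the paper reports no change in numb in its fly lines, and its value for this line is 97.7637% of the control (SD 2.63794). In the counts analysed here, numb had 137.6% of the control level, with 141.6 ± 12.6 CPM in the knockdown and 102.9 ± 5.85 in the control (SD, n = 3 each, adjusted p = 0.00585 from edgeR's quasi-likelihood test), and its adjusted p stayed under 0.05 in every alternative run for it. Its log2 fold change of 0.4603 is under the paper's threshold of 1.

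Of the 20 connector genes marked for *CDIPT* pis in Supplementary Data 6, 9 have no gene in the list for this model with that human homolog.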

Other observations

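The 837 called genes were weighed against the explanations that follow. A difference in age or maturity of the flies between the groups was not among them and is left open. In refits, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, reached that number and the other splits gave 0, but 10 splits cannot give a share under 0.1, so the count of splits could not decide the question whatever it showed. A bias by gene length was small, with Spearman's rho of -0.0766 across genes between log2 fold change and exonic length, and genes are not independent replicates. In a test added after the first fits, leaving out the 15 genes that were among the 10 highest in any sample kept 833 called genes. The totals of the groups overlap, with 1 knockdown sample above the highest control and the others not, a test written after the totals had been seen. Markers of ovary (8 of 24 tested, limma's camera adjusted p = 0.984) and midgut (2 of 20 tested, adjusted p = 0.892), which would point to RNA from bodies, showed no shift, though so few passed the count filter that a small one would be missed. Markers of other body tissues, such as muscle, were not tested, so RNA from bodies is not excluded. Called genes did lie next to another called gene of the same direction more often than in shuffles, in 149 pairs against a mean of 39.7, and in 120 pairs against 38.7 after pairs with similar symbols, as tandem copies have, were left out (permutation p = 1e-04 for each, the smallest that 10000 shuffles can give). The rule for similar symbols was set after the fit and before this test. It did not cover genes known only by a number, such as CG genes, so tandem copies among them could remain in the 120 pairs. The excess was predicted for a difference in genetic background between the RNAi line and the control, and neighbouring genes that are regulated together would give it as well, which was not tested. The paper states that the VDRC controls carried the same genetic background. The pairs involve only a part of the called genes, but a called gene without a called neighbour could also differ by background. A background difference is thus left open for the called genes, paired or not. The excess of pairs says nothing about *pis*, the target of the RNAi line. GC content could not be tested.

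Genes of the unfolded protein response were predicted to rise with loss of a lipid enzyme of the endoplasmic reticulum, in a prediction written after the paper's tables for these samples had been read. In the limma voom fit, 16 of 22 tested genes rose, with a mean log2 fold change of 0.282 (limma's camera test, adjusted p = 0.00514), 2 were called, and the average was higher in 3 of 3 knockdown samples than in every control. With the correlation between the genes estimated from the data, an alternative added after the results had been seen, the p was 0.1614. No test separated an effect of the knockdown on this set from other differences between the groups.

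Other genes the paper names were followed in the *CDIPT* pis samples. The targets of other models had log2 fold changes of -0.8378 for rl (adjusted p = 0.011 from edgeR's test), -0.2672 for CG10465 (0.133), -0.3215 for Rph (0.0196) and 0.4728 for coro (0.00295), none past the threshold of 1. For rl, knockdown replicate 1 was lowest, with 56.66 CPM against 88.39 and 95.27 in the other knockdown samples and 138.5 to 146 in the controls. At the sites where some RNAi constructs are inserted, tiptop (tio) had 85.83% of the control level (adjusted p = 0.102 from edgeR's test), and the paper's qPCR value for this line is 95.5608% (SD 15.595). The other such gene, numb, is given with the differences from the paper. Of 21 matched genes from the pairwise knockdown experiments with the *MAPK3* rl and *KCTD13* CG10465 models, 14 could be tested and 9 were called, all of them up-regulated. They were Cyp12d1-d, CG30059, Hsc70-2, CG34195 at 2.871, CG6688 at 2.374, CG18095 at 5.591, Ccp84Ag at 4.379, CG6753 at 2.267 and CG43672 at 4.7. The other 7, including COX6AL with 46 counts and CG14607 with 54 over the 6 samples, were too low to test. The paper chose the genes for these experiments among the most up-regulated of those models against VDRC controls. Low values in shared controls could thus raise them here as well.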
